# Type I interferon/IRF7 axis instigates chemotherapy-induced immunological dormancy in breast cancer

**DOI:** 10.1038/s41388-018-0624-2

**Published:** 2018-12-13

**Authors:** Qiang Lan, Sanam Peyvandi, Nathalie Duffey, Yu-Ting Huang, David Barras, Werner Held, François Richard, Mauro Delorenzi, Christos Sotiriou, Christine Desmedt, Girieca Lorusso, Curzio Rüegg

**Keywords:** Immunology, Breast cancer

## Abstract

Neoadjuvant and adjuvant chemotherapies provide survival benefits to breast cancer patients, in particular in estrogen receptor negative (ER^−^) cancers, by reducing rates of recurrences. It is assumed that the benefits of (neo)adjuvant chemotherapy are due to the killing of disseminated, residual cancer cells, however, there is no formal evidence for it. Here, we provide experimental evidence that ER^−^ breast cancer cells that survived high-dose Doxorubicin and Methotrexate based chemotherapies elicit a state of immunological dormancy. Hallmark of this dormant phenotype is the sustained activation of the IRF7/IFN-β/IFNAR axis subsisting beyond chemotherapy treatment. Upregulation of IRF7 in treated cancer cells promoted resistance to chemotherapy, reduced cell growth and induced switching of the response from a myeloid derived suppressor cell-dominated immune response to a CD4^+^/CD8^+^ T cell-dependent anti-tumor response. IRF7 silencing in tumor cells or systemic blocking of IFNAR reversed the state of dormancy, while spontaneous escape from dormancy was associated with loss of IFN-β production. Presence of IFN-β in the circulation of ER^−^ breast cancer patients treated with neoadjuvant Epirubicin chemotherapy correlated with a significantly longer distant metastasis-free survival. These findings establish chemotherapy-induced immunological dormancy in ER^−^ breast cancer as a novel concept for (neo)adjuvant chemotherapy activity, and implicate sustained activation of the IRF7/IFN-β/IFNAR pathway in this effect. Further, IFN-β emerges as a potential predictive biomarker and therapeutic molecule to improve outcome of ER^−^ breast cancer patients treated with (neo)adjuvant chemotherapy.

## Introduction

Chemotherapy is widely used for the treatment of breast cancer. While estrogen receptor negative (ER^−^) or triple-negative breast cancer (TNBC) is generally associated with unfavorable prognosis, neoadjuvant and adjuvant chemotherapies provide significant survival benefits to about one third of these patients [1]. In case of progression, ER^−^ breast cancers relapse with a bimodal distribution, with peaks at 1–2 years and 4–5 years after surgery, followed by a tailed extension up to 10 years [2, 3]. This profile suggests that disseminated tumor cells (DTC) evolve with a discontinuous growth kinetics [3, 4]. Viable, dormant DTC and micro-metastases have been identified in animal models [5, 6] and breast cancer patients [7]. Hence, the concept of tumor dormancy was introduced, whereby surviving cancer cells remain quiescent and clinically silent for prolonged periods of time before resuming growth and causing clinically-manifest relapses. While long term dormancy has been typically associated with ER^+^ breast cancer due to their late relapses, the discontinuous growth kinetics of relapses in ER^−^ cancers suggests that a dormancy also applies to ER^−^ [4, 8, 9]. Three non-mutually exclusive forms of cancer dormancy have been described: cellular dormancy, whereby cancer cells enter a state of cell cycle arrest (i.e., G0-G1) and survive as disseminated single cells or small cell clusters; [9] angiogenic dormancy, a state where cancer cells proliferate but die of starvation due to lack angiogenesis; [10] immunological dormancy, in which disseminated cancer cells are kept under control by the immune system [9] in a process referred to as cancer immune-editing [11]. This consists of three phases: elimination, when cancer cells are recognized and killed by the immune system; equilibrium, when the immune system controls but does not completely eliminate malignant cells, and escape, when residual tumor cells avoid immune control and resume growth [11, 12]. Mechanisms underline immunological dormancy in solid tumors, including breast cancer, are not well characterized.

Recently, chemotherapy-induced anti-tumor immune responses have been reported [13]. Emerging evidence indicates that tumor infiltrating lymphocytes (TILs) actively contribute to the response to chemotherapy and clinical outcome in breast cancer [14, 15]. This is particularly relevant to TNBC as these cancers are infiltrated by TILs, particularly CD8^+^ T-cells [14, 16, 17], In TNBC, elevated TIL levels are associated with an improved pathological complete response following chemotherapy [18], decreased rates of recurrences and improved survival [14, 17, 19]. TILs infiltration in TNBC and HER2^+^ breast cancers is being considered as a potential biomarker with prognostic and predictive values [20].

Type I interferons (IFNs) are potent regulators of the immune response, including in cancer [21, 22]. High level of type I IFN-regulated MxA protein closely relates to TILs infiltration and is an independent prognostic factor for disease-free survival in TNBC [23]. Type I IFN signaling is up-regulated in tumors responding to chemotherapy, persisted in residual tumor cells in patient-derived xenografts (PDX) [24] and is necessary for the efficacy of some chemotherapies [25]. However, the expression of a type I IFN-related DNA-damage resistance signature (IRDS) was reported to correlate with resistance to chemotherapy and radiotherapy in multiple cancer types, including of the breast [26, 27].

Here we show that ER^−^ breast cancer cells surviving chemotherapy induced a strong T cell response mediating immunological tumor dormancy. Activation of the IRF7/IFN-β/IFNAR pathway is critical in this process.

## Results

### In vitro chemotherapy treatment durably alters in vitro and in vivo 4T1 cell growth

In order to expose tumor cells to chemotherapy under well controlled conditions, we treated the metastatic triple-negative murine mammary adenocarcinoma cell line 4T1 in vitro with two drugs used for ER^−^ breast cancer treatment: the antimetabolite Methotrexate (MTX), and the anthracycline Doxorubicin (DOX) [1, 28, 29]. To simulate maximum tolerated dose (MTD) chemotherapy, 4T1 cells were treated over 2–3 weeks’ time with doses killing over 85% of the cells (IC85) within 48 h (Supplementary Fig. 1a), until surviving colonies formed (Fig. 1a). Two of the obtained lines were named MR20 (MTX resistant at 20 ng/ml) and DR500 (DOX resistant at 500 ng/ml), respectively (Supplementary Fig. 1b). The in vitro growth of these cells was slower compared to parental 4T1 cells (Supplementary Fig. 1c). When implanted orthotopically into the 4^th^ mammary fat pad (MFP) of immune competent syngeneic BALB/c mice, 4T1 cells formed rapidly growing and metastatic tumors, DR500 cells formed growing tumors but with rare lung metastasis (Fig. 1b–e) and MR20 cells did not form any tumors or lung metastasis within the usual time frame (Fig. 1f–i).

**Fig. 1:**
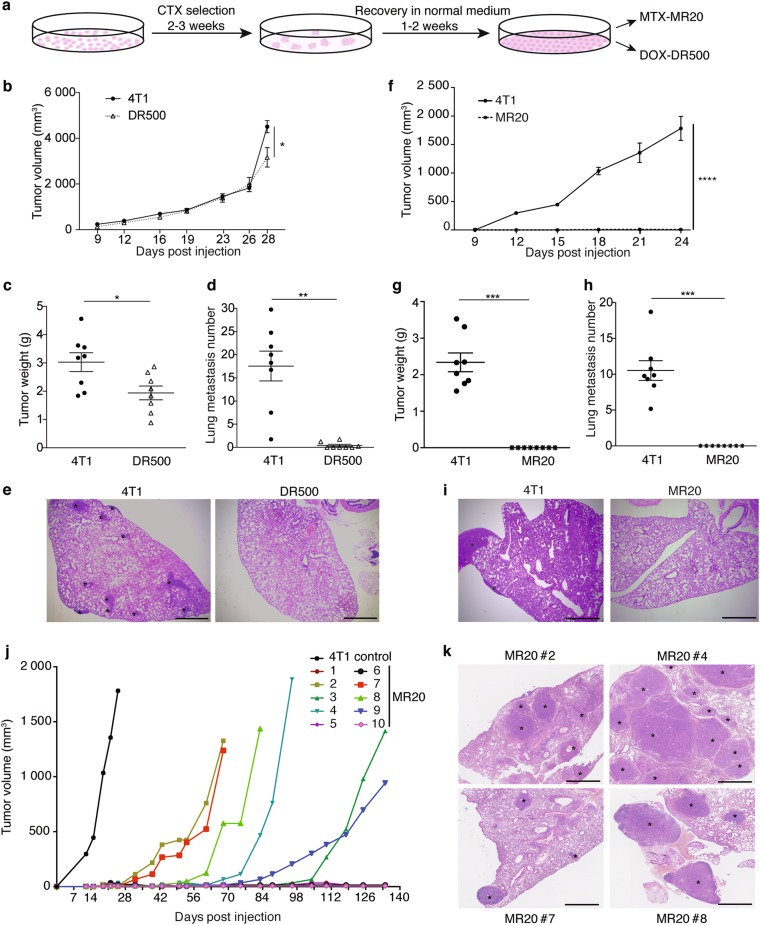
Breast cancer cell treatment with high-dose chemotherapy in vitro induces tumor dormancy in vivo. **a** Experimental design of chemotherapy treatment of tumor cells in vitro. **b** Primary tumor growth in BALB/c mice injected with 4T1 and DR500 tumor cells (*n* = 8/group). **c–d** Quantification of tumor weight **c** (*n* = 8) and lung metastatic nodule numbers **(d)** (*n* = 8) at day 28 post injection in the mice of panel **b. e** Illustrative sections of lungs from mice injected with 4T1 and MR20 tumor cells 25 days post injection (H&E staining). Asterisks denote presence of metastasis (scale bar: 1 mm). **f** Primary tumor growth in BALB/c mice injected with 4T1 and MR20 tumor cells (*n* = 8). **g–h** Quantification of tumor weight **(g)** and lung metastatic nodule numbers **(h)** at day 28 post injection in the mice of panel **(f)** (*n* = 8). **i** Illustrative sections of lungs from mice injected with 4T1 and MR20 tumor cells 28 days post injection (H&E staining). Asterisks denote presence of metastasis (scale bar: 1 mm). **j** Long-term monitoring of tumor development in BALB/c mice injected with MR20 cells. Each tumor growth curves correspond to one individual mouse as indicated (*n* = 10/group). 4T1 tumor growth (black curve) is shown as the average tumor volume of 8 mice. These mice are sacrificed at day 25 due to large tumor volume. **k** Representative sections of lung metastases detected in MR20-injected mice upon progression (H&E staining). Asterisks denote presence of metastasis (scale bar: 1 mm). Data are represented as mean ± SEM. *P* values: * < 0.05; *** < 0.0005, unpaired two-tailed Student’s *t* test

### MR20 cell dormancy in immunocompetent mice

In MR20-injected mice, however, some tumors formed starting one month after implantation and at 3.5 months, 6 out of 10 mice (60%) had primary tumors (Fig. 1j) and lung metastases (Fig. 1k). The remaining mice (40%) remained tumor-free for over one-year without evidence of tumor cells in the MFP at sacrifice. These results are reminiscent of the discontinuous kinetics seen in patients after initial therapy and consistent with a state of dormancy [3, 4, 30].

Taken together, these results demonstrate that 4T1 cells that survived high-dose DOX or MTX chemotherapy in vitro formed latent, dormant tumors in vivo. While in MR20 cells dormancy occurred in primary tumor and metastasis, in DR500 cells dormancy was evident in metastasis only. To investigate the mechanism of dormancy, we focused mainly on MR20 cells since dormancy was already evident at the primary site.

### MR20 cells are cell cycle proficient but show increased apoptosis in vitro

To characterize the reduced MR20 cell growth in vitro we first analyzed expression of the proliferation marker Ki67. This was expressed in over 95% of MR20 and 4T1 cells (Supplementary Fig. 2a, b). Cell cycle analysis indicated no difference in the distribution of the cycle phases, including no increase in the G0/G1 fraction typical of cellular dormancy (Supplementary Fig. 2c, d). However, we observed a higher proportion of MR20 apoptotic cells by Annexin V and active Caspase 3 staining compared to 4T1 cells (9.95% vs. 4.8%) (Supplementary Fig. 2e, f). In addition 4T1 cells lose the CMFDA membrane labeling faster than MR20 cells (110 vs. 44 times diluted, respectively) (Supplementary Fig. 2g).

These results indicate that chemotherapy-resistant MR20 cells have no slower cell cycle progression but increased rate of apoptosis compared to 4T1 cells. While these alterations exclude cellular dormancy, they do not explain their latency and delayed growth in vivo.

### MR20 cells induce a T and B cell-prevalent immune response while 4T1 cells promote expansion of MDSCs

To characterize the in vivo tumor dormancy, we first considered the angiogenic potential of MR20 cells. However, as there was no detectable tumor mass in MR20-injected MFP within the first 25 days (Fig. 1f), we could not evaluate tumor angiogenesis [10]. Instead, we noticed a remarkable enlargement of the MFP-draining lymph node (LN) in MR20 cell-injected mice (Supplementary Fig. 3a). Histological analysis excluded LN metastatic colonization (Supplementary Fig. 3b). The total cell number in the MFP-draining LN increased from 1.1 × 10^7^ cells, in saline-injected mice, to 2.5 × 10^7^ cells in MR20-injected mice (Supplementary Fig. 3c). Next, we characterized the immune cells in the MFP and in the circulation of BALB/c mice injected with MR20 and 4T1 tumor cells. MR20-injected MFPs had very few MDSCs (Gr1^+^CD11b^+^ cells), similar to naive mice even after 30 days post injection, while 4T1-injected MFPs showed high MDSCs levels, increasing over time (Fig. 2a). Conversely, MR20-injected mice harbored significantly more dendritic cells (CD11b^+^CD11c^+^), CD4^+^, CD8^+^ T and B lymphocytes, particularly at later time points (Fig. 2a). A similar increase of these cells was detected in the blood (Fig. 2b). These results suggest that MR20 cells induce a profound alteration of the local and systemic immune response: from a MDSC-dominated response in 4T1-injected mice to a DC, T and B cell-prevalent response in MR20-injected mice.

**Fig. 2:**
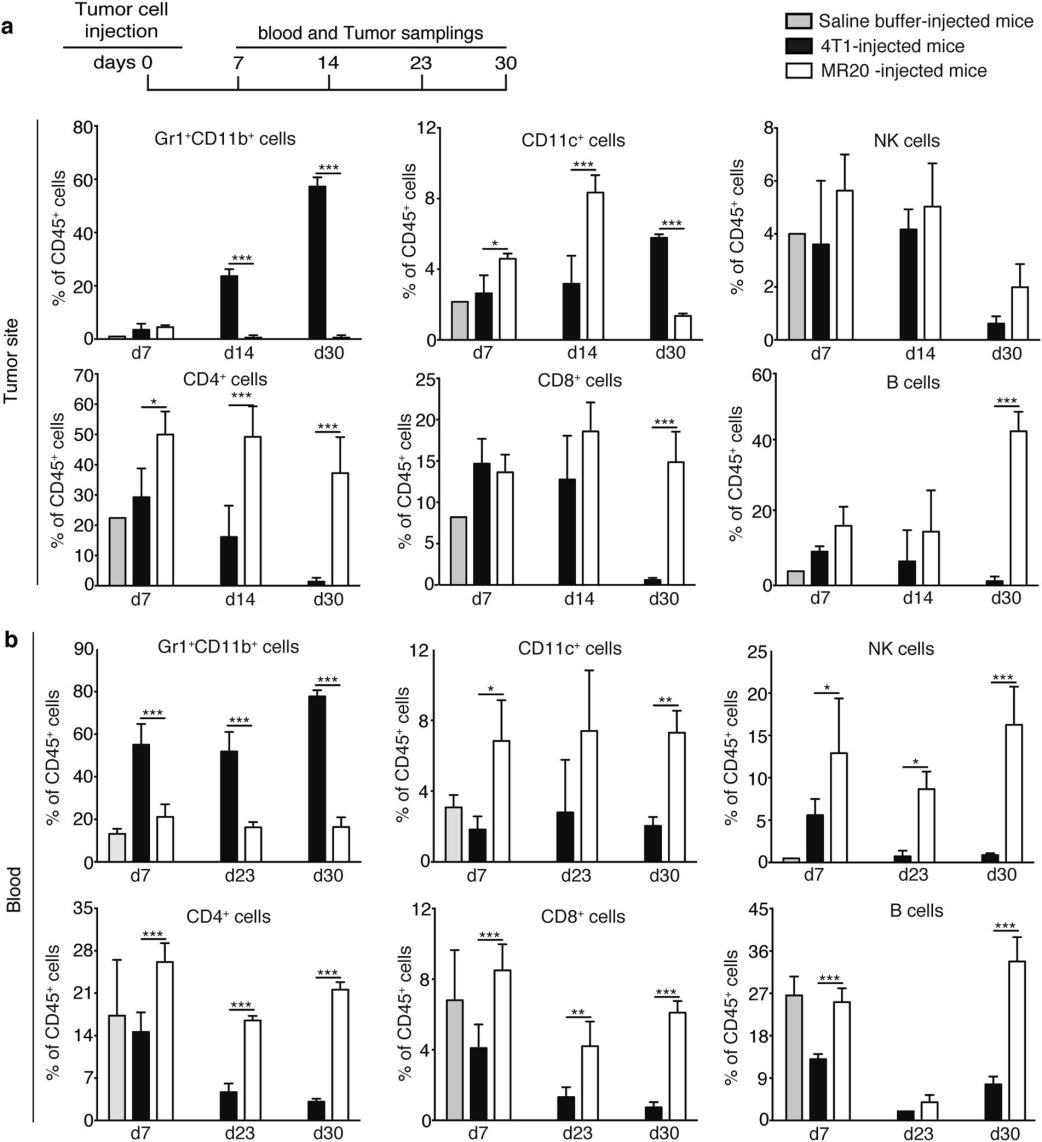
MR20 tumor cells in vivo suppress MDSC mobilization and promote T and B lymphocyte accumulation. **a** Top: Scheme of the protocol used for the analysis of the immune response upon orthotopic MR20 injection into BALB/c mice indicating days of blood collection and tumor removal for flow cytometry analysis. Graphs**:** Percentages of immune cells in the primary tumor site from saline buffer, 4T1-injected or MR20-injected BALB/c mice detected by flow cytometry analysis. **b** Percentages of immune cells in the peripheral blood from saline buffer, 4T1-injected or MR20-injected BALB/c mice detected by flow cytometry analysis. Time points of analysis (days after tumor cells’ injection) are indicated. Data are from one representative experiment. *n* = 5/group. Results are expressed as % of CD45 + cells. Data are represented as mean ± SEM. *P* values: * < 0.05; ** < 0.005; *** < 0.0005 by unpaired two-tailed Student’s *t* test

### DR500 cells induce a weaker immune response but higher frequency of cytotoxic CD8^+^ T lymphocytes at the dormant metastatic site compared to MR20 cells

DR500 cells formed primary tumors but did not form lung metastases (Fig. 1b–h). To unravel possible differences between DR500 and MR20 tumor cells in their capacity to elicit an immune response in vivo, we characterized the immune cells in the primary tumor, in the circulation and in the lungs of BALB/c mice injected with DR500 vs. MR20 and 4T1 injected mice. At day 15, DR500 tumor cells induced changes similar to those induced by MR20 cells (decrease in Gr1^+^D11b^+^ cells, increased in CD4^+^, CD8^+^ T and B lymphocytes) at the three sites, but to a lesser extent. At day 24 the DR500 suppressive effect on Gr1^+^CD11b^+^ cells disappeared and the inductive effect on CD4^+^, CD8^+^ T and B lymphocytes was attenuated at all sites, particularly in the primary tumor, compared to MR20-injected mice (Supplementary Fig. 4a, b, c). As DR500 injected mice were nevertheless free of lung metastases, we monitored expression of the cytotoxic molecules FasL, GranzymeB and IFNγ in CD8^+^T cells in the lungs of these mice. We observed a higher frequency of cytotoxic molecules in both DR500 and MR20 models compared to 4T1-injected mice but with some differences. The lungs of DR500-injected mice had more FasL, GranzymeB and IFNγ - positive CD8^+^ T cells, particularly at day 24, while in MR20-injected mice the cytotoxic response was observed at earlier time point (Supplementary Fig. 5).

Altogether these results suggest that DR500 cells elicit similar immune response at MR20 cells but of lesser magnitude. At the metastatic site both models show similar cytotoxic differentiation of CD8^+^ T cells.

### CD4^+^ and CD8^+^ lymphocytes are required for MR20 dormancy

We next asked the question whether the adaptive immune response and in particular T cells were indeed functionally involved in promoting MR20 dormancy. To this end, we injected MR20 cells into immune-compromised NOD-SCID common gamma 2 chain-deficient (NSG) mice that lack mature T, B and NK cells and display impaired DC and macrophage functions [31]. MR20 cells efficiently formed primary tumors and lung metastases in NSG mice (Fig. 3a, b). To demonstrate the involvement of CD4^+^ or CD8^+^ T lymphocytes in controlling MR20 dormancy, we injected MR20 cells into BALB/c mice depleted of CD4^+^ or CD8^+^ T lymphocytes by antibody treatment (Fig. 3c, left panel). Depletion of either CD4^+^ or CD8^+^ T lymphocytes (confirmed by flow cytometry, data not shown), resulted in effective tumor growth (Fig. 3c, right panel). Further we tested whether MR20 cells elicit a protective immune response by injecting MR20 cells in the 4^th^ MFP 10 days before injecting 4T1 parental cells into the contralateral MFP. Preconditioning of mice with MR20 cells reduced 4T1 tumor growth by approximately 50% (Fig. 3d).

**Fig. 3:**
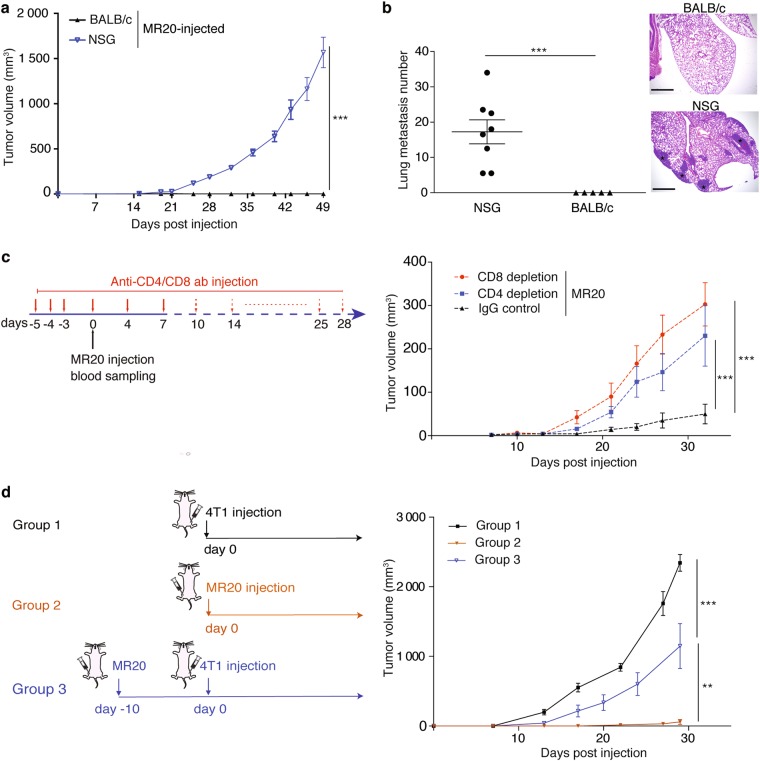
MR20 tumor cell dormancy in vivo requires CD4^+^ or CD8^+^ lymphocytes. **a** Growth curve of MR20-derived tumors injected in NSG and BALB/c mice. *n* = 5–8/group. **b** Quantification of lung metastasis nodules in the mice of experiment in panel a. Micrographs show representative histological sections of mice lungs from the three groups in panel a (H&E staining). Scale bar: 1 mm. **c** Antibody treatment protocol for CD4^+^, CD8^+^ T cell-depletion (left) and MR20 tumor growth curve in IgG isotype control BALB/c injected mice or CD4^+^-T Lymphocyte, CD8^+^-T Lymphocyte-depleted BALB/c mice (right). *n* = 6/group. **d** Graphical scheme of 4T1 and MR20 tumor cell injection in the three groups of BALB/c mice (left): Group 1, 4T1-injected mice; Group 2, MR20-injected mice; Group 3, MR20-injected mice 10 days before day 0 of 4T1 injection into contralateral 4^th^ MFP. *n* = 8/group. Data are represented as mean ± SEM. *P* values: ** < 0.005; *** < 0.0005 by unpaired two-tailed Student’s *t* test

These results indicate that CD4^+^ and CD8^+^ T lymphocytes contribute to enforce chemotherapy-induced MR20 tumor dormancy in vivo. The “vaccination effect” of immune preconditioning with MR20 cells suggests that dormancy is not due to the emergence of chemotherapy-induced neo-antigens.

### The transcriptomes of chemotherapy treated, dormant tumor cells are enriched for type I IFN response genes

To unravel the molecular basis for the distinct behavior of chemo-treated cells, we performed transcriptome analyses of 4T1, MR20 and DR500 cells. 

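Gene expression was measured in 4T1, a mouse mammary carcinoma cell line, and in the lines MR20 and DR500 that were selected from it with chemotherapy. RNA from 3 wells of each line was hybridized to 1-colour Affymetrix whole-transcript mouse arrays, which gave 9 arrays. MR20 cells are the survivors of methotrexate, a folate antagonist, at 20 ng/ml in the paper and at 20 µg/ml in the sample labels. DR500 cells are the survivors of stepwise doxorubicin, an anthracycline, at 0.05, 0.2, 0.75 and 0.93 µM for 1 week each, the last step being 500 ng/ml. For DR500, some fields of the labels name methotrexate instead, and the labels give a selection of up to 2 weeks. The drug of the paper is used here. Both lines were then grown without drug for 2 weeks according to the paper. The authors corrected the background, normalized the quantiles between arrays and summarised the probes with robust multi-array normalization, which gave log2 expression values. The median over 35556 probe sets lay between 6.24 and 6.38 on each array. From these values, 21789 probe sets with exactly 1 gene symbol were kept, and the brightest probe set stood for a gene with several, which left 19938 genes. Another 1621 probe sets with several symbols and 12146 without a listed gene were not used for named genes. The 3 lines were fitted together with limma, with a mean for each line, no other term and 6 residual degrees of freedom. P values were adjusted with the Benjamini-Hochberg method over all genes tested, and a called gene has an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper. No filter on dim genes was applied. Fold changes are given on the log2 scale with the standard error from limma, and each rests on 3 arrays per line. The legend of Fig. 4 calls the arrays biological triplicates and the methods name triplicate wells, so the p-values measure only the spread between these wells, which may be technical. The small number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p under 0.1.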

Unsupervised clustering analysis revealed significant differences in the gene expression. 

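The 9 arrays fell into their 3 lines, and DR500 cells stood further from 4T1 cells than MR20 cells did. Beyond 10-fold, 29 genes rose and 2 fell in MR20 relative to 4T1, the latter being the zinc finger gene Zfp979 and the hydrolase gene Cmbl. In DR500, 28 genes rose and 37 fell beyond 10-fold, among them the epithelial surface gene Epcam, which fell by 4.19 on the log2 scale (standard error 0.06, adjusted p = 4.37e-11 from limma). Over the 19938 genes, Pearson's correlation between arrays was 0.985 to 0.987 for 4T1 with MR20, 0.969 to 0.976 for 4T1 with DR500 and 0.966 to 0.972 for MR20 with DR500. Within a line it was 0.995 to 0.999. These correlations are across genes, which are not independent replicates. Hierarchical clustering of the arrays gave 3 clusters that held 1 line each. It used the Euclidean distance and Ward aggregation, which the methods name for the probe sets of the heatmaps. When only 2 clusters were formed, MR20 stayed with 4T1. Principal component 1 took 63.9% of the variance and set DR500 apart, and component 2 took 26.1% and parted MR20 from 4T1. The DR500 samples are labelled in another style than those of 4T1 and MR20, and array batches and hybridization dates are not stated. A separate batch of the DR500 arrays would also set them apart. The distance of DR500 and its number of called genes can therefore not be ascribed to the line alone. Replicate 1 of DR500 lay furthest from the mean of its line, with a root mean square deviation of 0.147 over genes against 0.0751 to 0.122 for the other arrays. Clustering gives no p-value, and no test of the grouping was made.

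**Figure D1:**
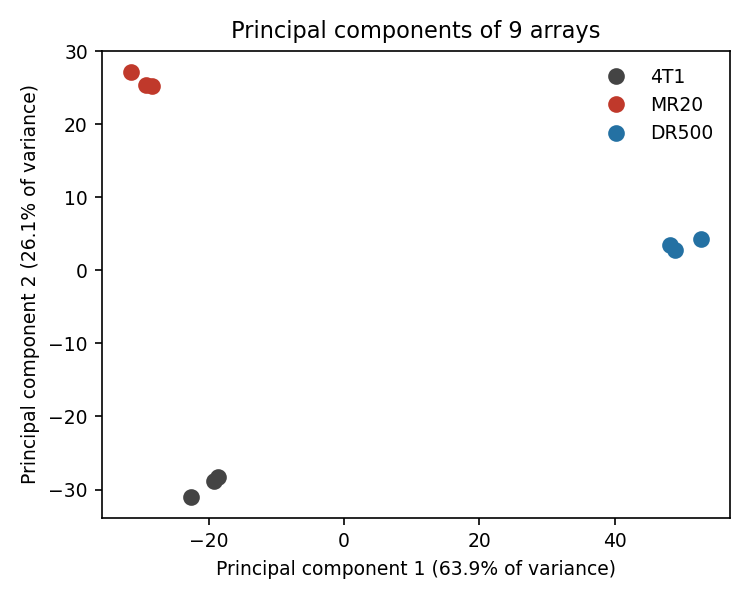
Principal components 1 (x axis) and 2 (y axis) of the log2 expression values of 19938 genes, with the share of variance on each axis. Each point is 1 of the 9 arrays, and the 3 arrays of each line lie together, apart from those of the other lines.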

Statistical analysis identified 324 and 535 (>2-fold) significantly up-regulated and 234 and 680 (<−2-fold) down-regulated genes in MR20 and DR500 cells compared to 4T1 cells, respectively (Supplementary Table). Both MR20 and DR500 cells were enriched for transcripts of innate and adaptive immune responses, specifically the type I IFN-related signature (Fig. 4a, b and Supplementary Fig. 6a, b). 

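In MR20 cells, 281 genes rose and 216 fell beyond 2-fold relative to 4T1 cells. The largest rises were those of Ifit3, an interferon-induced antiviral gene (log2 fold change 5.23, standard error 0.09, 37.5-fold, adjusted p = 2.17e-10), and Nos2, the inducible nitric oxide synthase (5.10, standard error 0.07, 34.3-fold). Car9, a carbonic anhydrase induced by hypoxia, fell by 2.98 and Scd1, a fatty acid desaturase, fell by 2.64. In DR500 cells, 492 genes rose and 617 fell beyond 2-fold. This balance depends on the scaling of the arrays, with 576 rises and 524 falls after a repeated quantile normalization and 554 and 544 after centring each array on its median. F5, which encodes coagulation factor V, rose 67.3-fold (6.07, standard error 0.10, adjusted p = 7.98e-11), and the acute phase genes Saa3 and Lrg1 rose by 5.62 (standard error 0.19) and 5.23 (standard error 0.11). In 4T1 the mean log2 values of F5, Saa3 and Lrg1 were 5.03, 6.23 and 5.70, below the arrays' median. The size of these rises rests on this low signal, which was not tested against background. Among 30 genes of the acute phase and IL6-STAT3 response, 22 rose and 1 fell in DR500 (23 and 1 adjusted over the list alone), with a median of 1.01 (camera, adjusted p = 1.34e-10). Of 45 epithelial genes, 3 rose and 36 fell in DR500 (3 and 36 adjusted over the list alone), with a median of -1.04 (camera, adjusted p = 2.41e-18). The tight junction gene Cldn4 fell by 5.84 (standard error 0.16), the keratin gene Krt7 by 5.67 (standard error 0.07) and Esrp1, a regulator of epithelial splicing, by 5.46 (standard error 0.12). In MR20, 17 epithelial genes rose and 10 fell (17 and 13 adjusted over the list alone; camera, adjusted p = 0.581), and 13 acute phase genes rose and 3 fell (camera, adjusted p = 0.00692, or adjusted p = 0.203 with an estimated correlation). The mesenchymal list held 42 measured genes, of which 21 rose and 3 fell in DR500 (22 and 3 adjusted over the list alone), among them Acta2, a smooth muscle actin (1.68), and the activin gene Inhba (-3.30). The adjusted p of camera was 3.71e-04, and 0.0796 with an estimated correlation. In MR20, 11 of these genes rose and 6 fell (camera, adjusted p = 0.410). As to markers of other cell types, 5 of 16 macrophage and leukocyte genes rose in DR500, such as Cd53 (4.35) and Cd68 (2.30), and 1 fell, Lcp1 (-4.79). Of 12 fibroblast markers, 3 rose in DR500, Fbln1 (3.70), Pdgfra (1.70) and Dcn (0.56), and Postn fell (-0.97). Adjusted p-values of camera were 0.115 for the leukocyte list (0.0214 to 0.281 over the alternatives) and 0.0976 for the fibroblast list (0.0188 to 0.438). Both lists passed with all probe sets tested (0.0214 and 0.0188), and the leukocyte median stood at percentile 98.9 of random lists. In MR20, 3 leukocyte genes rose and 1 fell, and 1 fibroblast marker rose and 2 fell. Both lines shared 69 called genes that rose and 76 that fell. Another 23 genes rose in MR20 and fell in DR500, and 16 did the reverse. The same 4T1 arrays serve both comparisons, so the calls of both lines are not independent. The epithelial and acute phase lists were chosen after the table of the paper had been seen and are not independent evidence of these directions.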

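In MR20 cells, the genes of the type I interferon response rose together. Of 86 measured genes of this list, 67 rose and 6 fell in MR20 (70 and 9 adjusted over the list alone), with a median log2 fold change of 0.93. Among 24 core interferon-stimulated genes, 23 rose and none fell in MR20 (24 and 0 adjusted over the list alone, and 24 and 0 at an unadjusted p under 0.05 from limma), 22 of them beyond 2-fold, with a median of 3.37. Examples are Cmpk2, a mitochondrial nucleotide kinase (4.91, standard error 0.16), Usp18, which limits interferon receptor signaling (4.18, standard error 0.07), and Zbp1, a sensor of nucleic acids (4.20, standard error 0.07). The interferon-inducible GTPases, which act against intracellular pathogens, rose in MR20 in 9 of 9 measured genes, by 4.27 in Gm12250 and 3.00 in Iigp1. In DR500 cells, 39 genes of the type I interferon list rose and 22 fell (41 and 23 adjusted over the list alone), with a median of 0.13. Txnip, an inhibitor of thioredoxin (3.64, standard error 0.08), Il4ra, which encodes the interleukin 4 receptor (2.26), and the complement gene C1s1 (2.08) had the largest rises of the list, and Casp1, the inflammatory caspase, rose by 1.99 (standard error 0.12). Among the core genes, 9 rose and 4 fell in DR500 (9 and 4 adjusted over the list alone), with rises in Trim30a (1.78) and Zbp1 (1.03) and falls in Ifit2 (-0.93) and Bst2 (-0.59). Of the GTPases, 2 rose and none fell in DR500 (2 and 0 adjusted over the list alone, and 5 and 1 at an unadjusted p under 0.05 from limma), namely Gbp4 and Gbp9. Genes of antigen presentation on MHC class I, 18 of which were measured, rose in 14 cases in MR20 and 10 in DR500 and fell in 2 and 1 (the same counts adjusted over the list alone). Psmb8, a subunit of the immunoproteasome, rose by 1.22 in MR20 and 1.10 in DR500, and the peptide transporter gene Tap1 by 1.15 and 0.60. Of 11 MHC class II genes, none rose and 2 fell in MR20, Ifi30 (-1.02) and H2-DMa (-0.95), while 1 rose and 1 fell in DR500 (1 and none adjusted over the list alone). At an unadjusted p under 0.05 from limma, 0 rose in MR20. The list of 48 cytokine and chemokine genes also holds the enzyme gene Nos2, which has its largest rise in MR20 (5.10), and was not tested without it. Of this list, 29 genes rose and 3 fell in MR20 (29 and 4 adjusted over the list alone). Examples are Cxcl10 (2.75) and Ccl5 (2.35), which attract T cells, and Csf2 (2.35). In DR500, 13 genes of the list rose and 17 fell, Il1a by 3.41. With limma's camera, adjusted over 30 lists, the shift of the type I interferon list had an adjusted p of 2.02e-30 in MR20 (0.0165 with an estimated correlation) and 0.172 in DR500 (0.0162 to 0.660 over the alternatives), and that of the core genes 2.14e-33 (0.00285 with an estimated correlation) and 0.236. For MHC class I, adjusted p was 7.11e-07 in MR20 and 0.0150 in DR500, the latter 0.0897 with an estimated correlation. For the cytokine list with Nos2 it was 3.71e-09 and 0.204, for MHC class II 0.410 and 0.387, and for the GTPases 2.07e-12 and 0.190. Set against other genes, the type I interferon list in DR500 also passed with all probe sets tested (0.0162) and stood at percentile 99.8 of random lists matched on expression, while the core genes and the GTPases stood at 98.7 and 97.9 there. The angiogenic list in DR500 passed both ways too (0.00598 and percentile 99.7), so these settings are not specific to interferon genes. Random lists also take no account of the correlation within a list. Limma's fry, which tests whether the genes move one way without comparing them with others, gave an adjusted p of 3.86e-04 for the type I interferon list in DR500.

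**Figure D2:**
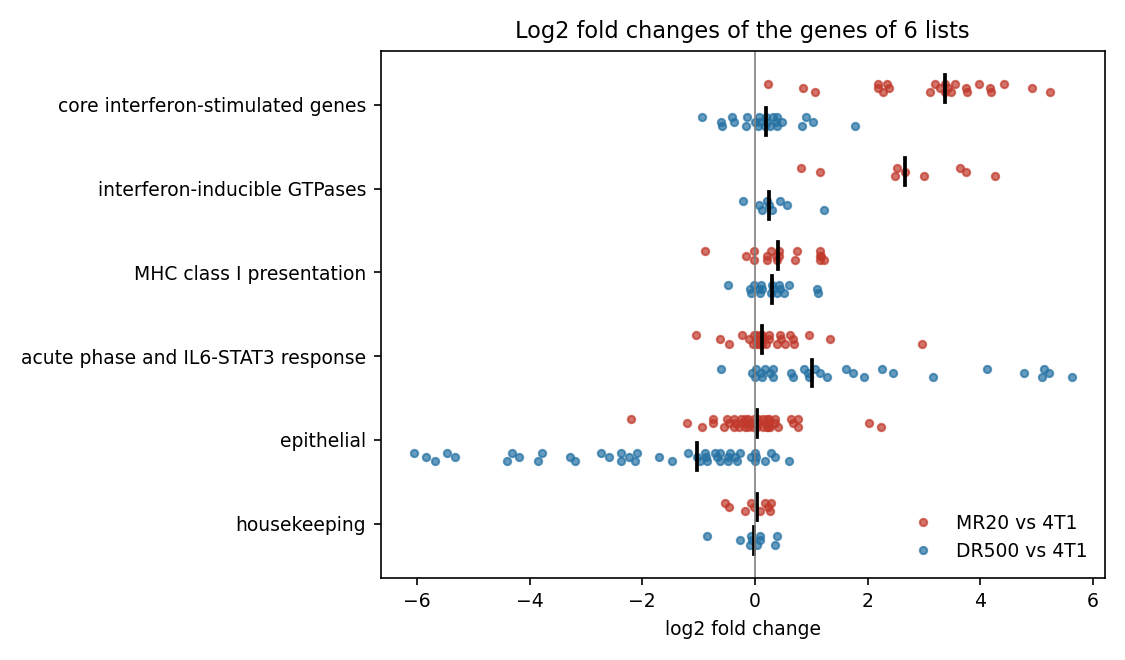
Log2 fold changes against 4T1 (x axis) of the measured genes of 6 gene lists (y axis). Each point is a gene, in MR20 or in DR500, and the vertical bars are medians. For the core interferon-stimulated genes the median is 3.37 in MR20 and 0.19 in DR500.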

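Genes of the angiogenic pathways moved in both directions in both lines. Of 76 measured genes, 21 rose and 18 fell in MR20 (22 and 18 adjusted over the list alone), and 5 rises and 3 falls went beyond 2-fold. The rises were those of the gelatinase gene Mmp9 (2.29, standard error 0.06), the Notch ligand gene Jag1 (1.95, standard error 0.07), the guidance gene Slit2 (1.54), the integrin gene Itgb3 and the growth factor gene Pgf (1.01). Dll4, another Notch ligand gene, fell by 1.35, Adamts1 by 1.10 and Sphk1 by 1.00. Vegfa, which encodes the main endothelial growth factor, fell by 0.89 in MR20 (standard error 0.06, adjusted p = 2.21e-06 from limma) and rose by 0.47 in DR500 (standard error 0.06, adjusted p = 8.98e-05). In DR500, 33 genes of the list rose and 16 fell (34 and 16 adjusted over the list alone), 9 and 7 of them beyond 2-fold. Angpt1, a ligand that stabilizes vessels, rose by 3.51 (standard error 0.11) and Serpinf1, an inhibitor of angiogenesis, by 2.98 (standard error 0.07), while the matrix protein gene Ccn2 fell by 3.32 and Pdgfb by 2.18. The list as a whole had a median of 0.02 in MR20 and 0.16 in DR500, with adjusted p of 0.471 and 0.0976 from camera. With all probe sets tested, the shift in DR500 had an adjusted p of 0.00598, and camera's adjusted p over all alternatives ranged from 0.00598 to 0.438. None of 12 endothelial markers passed the test of limma in either line, and at an unadjusted p under 0.05 the counts were 0 in MR20 and 3 in DR500. Pgf, Vegfa, Pdgfb, Dll4, Adamts1 and Sphk1 were singled out after their values were seen.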

No changes in the expression of transcripts of the main angiogenic pathways were observed, further suggesting that MR20 tumor dormancy was unlikely due to deficient angiogenesis. 

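Irf7 encodes a transcription factor that drives the expression of type I interferons and is itself induced by them. It rose by 4.93 on the log2 scale in MR20 (standard error 0.13, 30.5-fold, adjusted p = 4.04e-09 from limma) and by 0.78 in DR500 (standard error 0.13, 1.72-fold, adjusted p = 7.40e-04), higher than 4T1 in 3 of 3 arrays of each line. Among all 19938 genes, it ranked 3 by the size of its rise in MR20 and 807 in DR500. Fig. 4c lists transcription factors from an enrichment analysis for MR20, and the ranks given here are of their own expression, which is another measure. Of these factors, 11 were measured, and all 11 rose. Irf7 ranked 1 of them by fold change and by adjusted p, ahead of Stat2 (2.19) and Irf9 (1.69), partners in the complex that turns on interferon-stimulated genes, and of Irf1 (1.45). Supplementary Fig. 6c lists factors for DR500, of which 13 were measured, and all 13 rose. Stat3, which transmits interleukin 6 signals, led with 1.74 (standard error 0.07, adjusted p = 1.98e-08), followed by the aryl hydrocarbon receptor gene Ahr (1.29), Cebpb (1.15) and Smad3 (1.14), and Irf7 ranked 9 by fold change and 13 by adjusted p. The counts adjusted over each list alone were the same, and since the study chose both lists on these arrays, their direction is not independent evidence. Camera gave adjusted p of 6.43e-13 and 7.41e-09 for these lists in their own line. Of 14 interferon regulatory factors and STATs, 8 rose and 1 fell in MR20 (8 and 1 adjusted over the list alone), Stat3 rising by 0.25 (adjusted p = 0.0153). The rise of Stat3 in MR20 did not pass without 4T1 replicate 3 (adjusted p = 0.0670) or without MR20 replicate 1 (0.0602), and its adjusted p ranged from 0.00228 to 0.0670 over the alternatives. In DR500, 6 of them rose and 3 fell, with rises in Stat5a (0.88) and Irf9 (0.39, standard error 0.06). For this list, camera gave an adjusted p of 2.12e-04 in MR20, or adjusted p = 0.149 with an estimated correlation (2.38e-05 to 0.149 over the alternatives), and 0.315 in DR500. A dimmer probe set of Irf1 rose by 0.45 in MR20, less than the brighter one used here.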

Transcription factors analysis identified the interferon regulatory factor 7 (IRF7) as most significantly up-regulated in MR20 (Fig. 4c) and DR500 cells (Supplementary Fig. 6c). The upregulation of expression of *IRF7* itself, and of *IRF9*, the signal transducer and activator of transcription (*STAT*) 1 and 2 were confirmed by RT-qPCR in both MR20 and DR500 cells (Fig. 4d, e). To test whether chemotherapy treatment was able to directly induce IRF7 expression in different cell lines, we treated murine (4T1 and D2A1) and human (MDA-MB-231 and MDA-MB-468) breast cancer cell lines for 24 h with high doses (IC85) of MTX and DOX. Indeed, we observed up-regulation *IRF7, IRF9, STAT1 and STAT2* expressions (Fig. 4f, g).

**Fig. 4:**
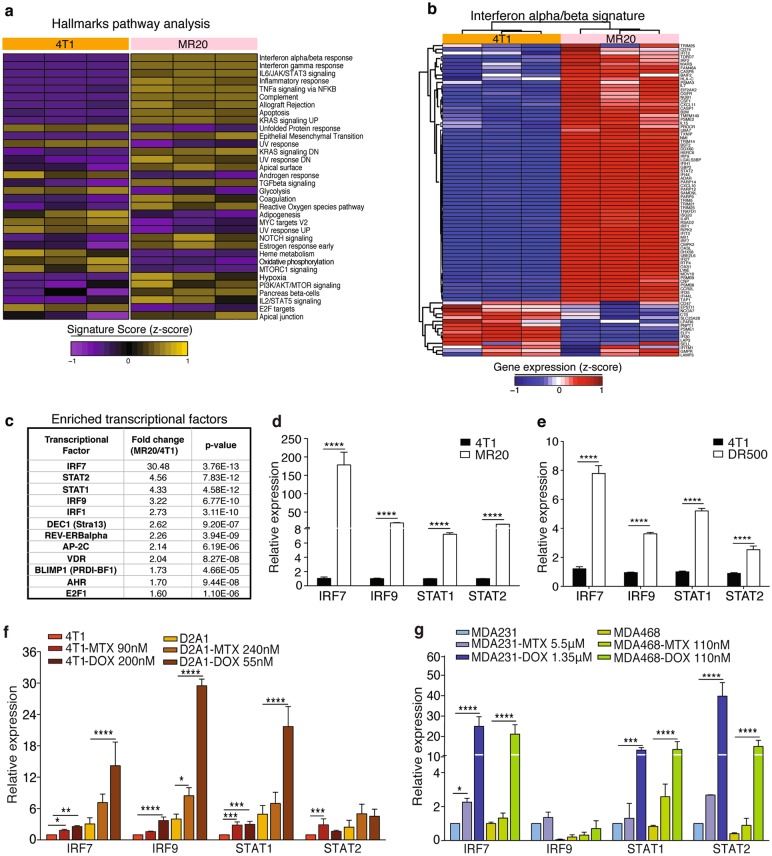
MR20 cells are enriched for type I IFN genes. **a** Heat map of the signature score of the hallmarks pathway analysis in 4T1 and MR20 cells color-coded based on expression levels relative to average (Violet, downregulated; yellow, upregulated). Results from biological triplicate are shown. **b** Heat-map of type I IFN signature-related gene expression in 4T1 cells and MR20 cells, color-coded based on expression levels relative to average (blue, down-regulated; red, up-regulated). The gene list was taken from MSigDB. **c** Top list of enriched transcription factors in MR20 vs. 4T1 cells. **d–e** Relative expression of IRF7, IRF9, STAT1, STAT2 transcripts in **d** 4T1 and MR20 cells, (**e**) 4T1 and DR500 cells. **f**–**g** Relative expression analysis by RT-qPCR of IRF7, IRF9, STAT1, STAT2 mRNAs in **f** 4T1 and D2A1 murine tumor cells or **g** MDA-MB-231(MDA-231) and MDA-MB-468(MDA-468) human tumor cells treated with MTX or DOX for 24 h at the indicated IC85 doses. Data are represented as mean ± SEM. *P* values: * < 0.05; ** < 0.005; *** < 0.0005; **** < 0.0001 by unpaired two-tailed Student’s *t* test

We conclude that MTX and DOX chemotherapies activate type I IFN signaling, which, in surviving cells (MR20, DR500) persists beyond treatment. 

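After 2 weeks without drug, genes of interferons and their receptors changed in both directions in MR20 cells. Of 23 measured interferon, receptor and Janus kinase genes, 3 rose and 4 fell in MR20 (3 and 4 adjusted over the list alone), none beyond 2-fold. Ifnar1, a subunit of the type I interferon receptor, fell by 0.63 in MR20 (standard error 0.07, adjusted p = 4.87e-05 from limma) and rose by 0.34 in DR500 (standard error 0.07, adjusted p = 0.00189). Jak2 rose by 0.45 in MR20 and Jak1, the kinase bound to the type I receptor, by 0.94 in DR500, where 6 genes of the list rose and 2 fell. The mean log2 value of Ifnb1, the gene of IFN-β, was 4.19 in 4T1, 4.26 in MR20 and 4.19 in DR500 (SD 0.12, 0.09 and 0.15, n = 3 arrays each), far below the arrays' median, and neither comparison with 4T1 passed the test (adjusted p = 0.657 and 0.974 from limma). At this signal a difference would be hard to detect. Of 22 genes of nucleic acid sensing, 12 rose and 1 fell in MR20 (12 and 1 adjusted over the list alone), with Dhx58 at 3.19 and Ifih1, a sensor of double-stranded RNA, at 2.27. In DR500, 13 rose and 5 fell. The DNA sensor gene Aim2 rose by 1.99 (standard error 0.20) and the adaptor gene Myd88 by 1.12 (standard error 0.05), and Tlr3, a receptor for double-stranded RNA, fell by 1.79 (standard error 0.08). Camera gave adjusted p of 0.922 and 0.204 for the interferon and receptor list in MR20 and DR500, the latter passing with all probe sets tested (0.0437, and 0.0437 to 0.438 over the alternatives), and of 4.41e-07 and 0.0465 for nucleic acid sensing. With an estimated correlation, adjusted p = 0.0814 in MR20 and adjusted p = 0.438 in DR500 for the latter list. The DR500 call of this list was also lost with a fit of only DR500 and 4T1 (0.0619), a repeated quantile normalization (0.0989), centring (0.0966), the mean of a gene's probe sets (0.0941), array weights (0.0501) and the replicate number as a block (0.0602). It was lost without 4T1 replicate 1 (0.0557), DR500 replicate 3 (0.125) or MR20 replicate 1, 2 or 3 (0.0562, 0.0518 and 0.0517), and its adjusted p ranged from 0.00492 to 0.438 over the alternatives. From the enrichment of type I IFN genes, the rise of IRF7 and the RT-qPCR of IRF7 and its partners in selected cells and in cells treated for a day, the paper concludes that both drugs activate type I IFN signaling and that this lasts in the surviving cells after the drug is gone.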

The expression of *IRF7, IRF9, STAT1, and STAT2* in DR500 cells is weaker compared to MR20 cells.

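Irf7, Irf9 and Stat2 were each lower in DR500 cells than in MR20 cells, in 3 of 3 arrays. Irf7 was lower by 17.7-fold in this direct comparison (log2 difference, DR500 minus MR20, -4.15, standard error 0.13, adjusted p = 3.72e-09 from limma). For Irf9, the DNA-binding partner of Stat2, the difference was -1.30 (standard error 0.06, adjusted p = 6.60e-08), and for Stat2 it was -2.01 (standard error 0.08, adjusted p = 1.28e-08). Of the 14 measured interferon regulatory factors and STATs, 8 were lower in DR500 than in MR20 and 3 were higher (the same counts adjusted over the list alone), with Stat3 higher by 1.49 (standard error 0.07) and Irf1 at -1.20 (standard error 0.07). A dimmer probe set of Irf1 stood at -0.27 and did not pass the test of limma over all probe sets (adjusted p = 0.0937). The list's shift had an adjusted p of 0.0183 from camera, or adjusted p = 0.312 with an estimated correlation, and 0.104 with dim genes left out. Over the alternatives it ranged from 0.0118 to 0.312.

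**Figure D3:**
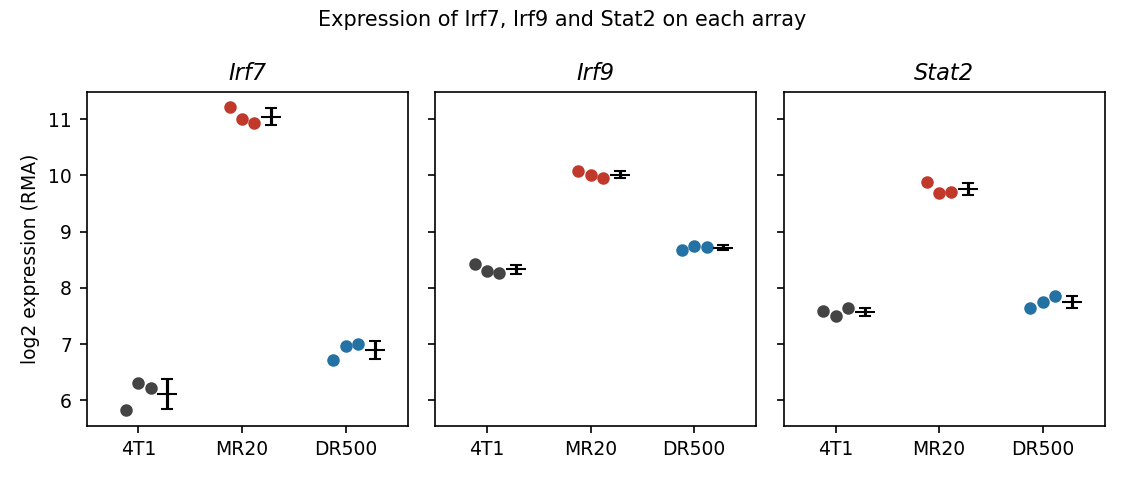
Log2 expression values (y axis) of Irf7, Irf9 and Stat2 on each array of 4T1, MR20 and DR500 (x axis). Points are arrays, and the horizontal bars with whiskers give the mean and SD of 3 arrays. Every MR20 array lies above every DR500 array in all 3 genes.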

### Constitutive type I IFN pathway activation in spontaneously dormant tumor cells

The sustained upregulation of type I IFN signaling in dormant tumor cells raised the question of whether the same mechanism is associated with other models of dormancy. To address this question, we used D2A1 and D2.0R cells that were originally derived from spontaneous mammary tumors from a hyperplastic alveolar nodule line. They represent different stages of tumor progression: D2A1 cells are tumorigenic and metastatic while D2.0R are less tumorigenic and form metastases only after long latency times and are considered a model for breast cancer dormancy (Supplementary Fig. 7a). Despite their divergent behavior in vivo, these cells lines readily proliferate in vitro [5, 32, 33].

*IRF7, IRF9, STAT1*, and *STAT2* transcripts were up-regulated in dormant D2.0R cells relative to D2A1 cells (Supplementary Fig. 7b). In D2.0R-injected mice we observed a decrease in Gr1^+^CD11b^+^ cells and an accumulation of CD4^+^ and B lymphocytes or NK cells compared to D2A1 (Supplementary Fig. 6c).

From these data, we conclude that activation of type I IFN signaling pathway also occurs in the D2.0R model of spontaneous tumor dormancy.

### IRF7 silencing sensitizes tumor cells to chemotherapy in vitro and breaks dormancy in vivo

To functionally validate the role of IRF7 in tumor dormancy, we stably silenced IRF7 expression in MR20 and D2.0 R tumor cells by lentiviral-mediated shRNA transduction (Supplementary Fig. 8a, b). IRF7 silencing also decreased the expression of *IRF9*, *STAT1* and *STAT2* transcripts (Supplementary Fig. 8a, b), consistent with published observations [34]. IRF7-silenced cells were more sensitive to MTX and proliferate faster compared to non-silenced (NS) MR20 and D2.0R controls (Supplementary Fig. 8c, d, e, f). Importantly, when injected into immune competent BALB/c mice, IRF7-silenced MR20 and D2.0R cells formed growing (Fig. 5a–e) and metastatic (Fig. 5b–f) tumors. Analysis of the immune cells at the tumor site and in peripheral blood 30 days post injection, revealed that IRF7 silencing caused an increase in Gr1^+^CD11b^+^ cells and a decrease in CD4^+^, CD8^+^ T and B lymphocytes in both models (Fig. 5c–h).

**Fig. 5:**
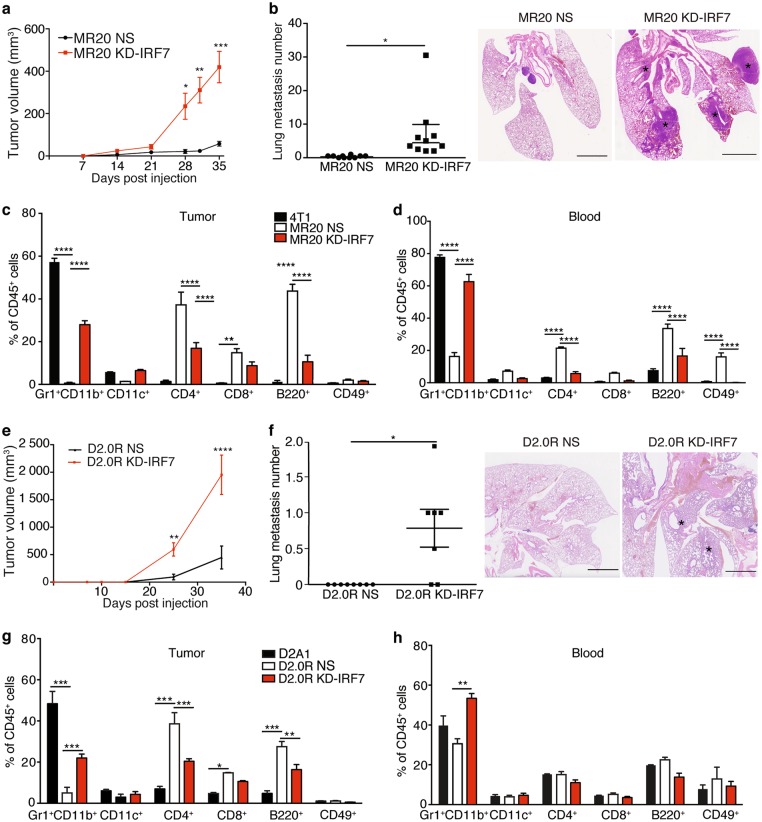
Silencing of IRF7 expression breaks tumor dormancy. **a** and **e** Growth curve of tumors in BALB/c mice injected with **a** MR20 cells silenced for IRF7 (KD-IRF7) or non-silenced cells (NS). *n* = 10/group. or **e** D2.0R cells silenced for IRF7 (KD-IRF7) or non-silenced cells (NS). *n* = 8/group. **b** and **f** Quantification of lung metastases in mice of experiment in panel **a** or **e** and representative images of histological lung sections (H&E staining). Asterisks denote presence of metastases. *n* = 10/group. Scale bar: 1 mm. **c** and **d** Frequency of immune cells in the primary tumor site (**c**) or peripheral blood (**d**) determined by flow cytometry analysis from BALB/c mice injected with 4T1, MR20 NS and IRF7-silenced MR20 (MR20 KD-IRF7) cells. *n* = 5/group. **g** and **h** Frequency of immune cells in the primary tumor site (**g**) or peripheral blood (**h**) determined by flow cytometry analysis from BALB/c mice injected with D2A1, D2.0R NS and IRF7-silenced D2.0R (D2.0R KD-IRF7) cells. *n* = 5/group. Results are expressed as % of CD45^+^ cells and represent mean values. Data are represented as mean ± SEM. *P* values: * < 0.05; ** < 0.005; *** < 0.0005; **** < 0.0001 by unpaired two-tailed Student’s *t* test and two-way ANOVA

Taken together, these results demonstrate that elevated expression of IRF7 promotes tumor resistance against chemotherapy and switches the MDSCs-dominated response into a T and B cell-prevalent immune response maintaining dormancy.

### IFN-β mediates IRF7-dependent tumor dormancy

As IRF7 is a key transcriptional regulator of type I IFN expression [35], we considered type I IFNs as potential effectors of dormancy. To test this hypothesis, we first measured IFN-α and-β levels in culture supernatants of 4T1, DR500, MR20, MR20 KD-IRF7 and 4T1 cells treated for 24 h with MTX. IFN-β level was very low (<1 pg/ml) in the supernatant of 4T1 cells but high (over 40-fold increase) in the supernatants of MR20 cells and MTX-treated 4T1 cells, and IRF7 silencing in MR20 cells decreased IFN-β levels (Fig. 6a). DR500 cells secreted IFN-β at much lower levels compared to MR20 cells (7 vs. 40 pg/ml) (Fig. 6b). IFN-α levels were uniformly low (<10 pg/ml) in all tested conditions (Fig. 6c). Significantly higher levels of IFN-α and-β were detected in the supernatants of D2.0R cells compared to D2A1 cells (Supplementary Fig. 9a, b), and IRF7 silencing in D2.0R cells suppress IFN-β production (Supplementary Fig. 9a). These results suggest a potential correlation between type I IFN production and dormancy. Further, we monitored type I IFN receptor (IFNAR) expression and function. Flow cytometry analysis revealed that 4T1, D2A1, MR20, and D2.0R cells express IFNAR with a trend toward higher expression in dormant cells (Supplementary Fig. 9c). We then exposed 4T1 or D2A1 cells to exogenous IFN-β or IFN-α (50 ng/ml for 24 h) and observed increased expression of *IRF7, IRF9, STAT1*, and *STAT2* transcripts (Supplementary Fig. 9d, e). Conversely, culture of MR20 cells in the presence of a blocking antibody against the α subunit of IFNAR (i.e., IFNAR1) reduced *IRF7, IRF9, STAT1* and *STAT2* expression (Fig. 6d). These results demonstrate functional and autocrine activation of the IFN-β/IFNAR/IRF7 pathway in 4T1 and MR20 cells. Consistent with these results, the IFN-β levels in the serum of MR20 cell-injected mice, 7 days post-injection, was higher compared to levels in 4T1 cell-injected mice (Fig. 6e). To investigate the direct effect of IFN-β on dormancy in vivo, we treated MR20-bearing mice with the anti-IFNAR1 blocking antibody. This resulted in the formation of MR20-derived tumors (Fig. 6f) associated with increased MDSCs and reduced CD4^+^ and CD8^+^ T lymphocyte infiltration (Fig. 6g). Interestingly, MR20 cells (A1, A3 and B2) that escaped dormancy in vivo (See Fig. 1j) no longer secrete IFN-β, further supporting a direct role for IFN-β expression in maintaining dormancy (Supplementary Fig. 8f).

**Fig. 6:**
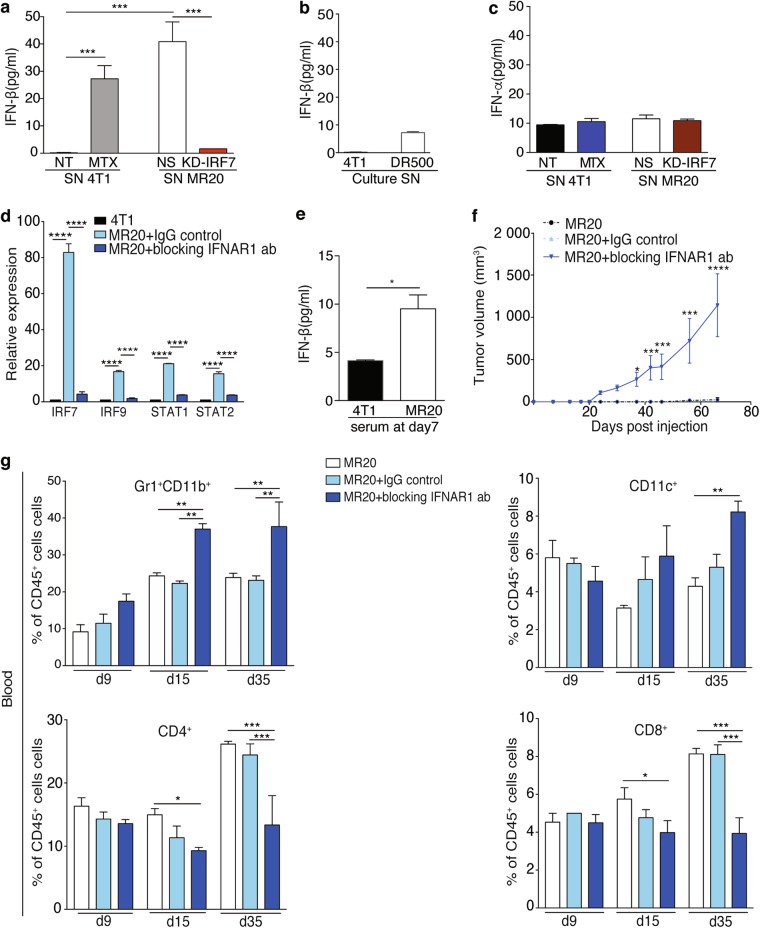
Interferon β/IFNAR axis mediates IRF7-dependent MR20 tumor dormancy. **a**–**b, a** IFN-β levels in the conditioned culture supernatant of 4T1 untreated (NT) and 4T1 MTX-treated tumor cells (90 nM for 24 h), MR20 NS non-silenced, IRF7-silenced MR20 (MR20 KD-IRF7) tumor cells and DR500 **(b)** tumor cells determined by ELISA. **c** IFN-α levels in the conditioned culture supernatant of 4T1 untreated (NT) and 4T1 MTX-treated tumor cells (90 nM for 24 h) or MR20 NS non-silenced and IRF7-silenced MR20 (MR20 KD-IRF7) tumor cells determined by ELISA. **d** Relative expression of IRF7, IRF9, STAT1 and STAT2 transcripts in 4T1 and MR20 tumor cells cultured for 24 h in the presence of a blocking-antibody against IFNAR1 subunit (20 ng/ml I.P.) or its IgG isotype control. **e** Levels of IFN-β in the serum of BALB/c mice 7 days after injection of 4T1 and MR20 tumor cells (into the MFP) determined by ELISA. **f** Growth curve of MR20-injected BALB/c mice systemically treated with anti-IFNAR1 blocking-antibody, its control IgG or no antibody, as indicated. *n* = 8/group. **g** Analysis of immune cells in the peripheral blood of MR20-injected BALB/c mice treated with anti-IFNAR1 blocking-antibody, its control IgG or no antibody, as indicated. Blood analysis performed by flow cytometry at days 9, 15 and 35 post tumor injection. Data are from one representative experiment. Results are expressed as % of CD45^+^ cells and represent mean values. *n* = 5/group. Data are represented as mean ± SEM. *P* values: * < 0.05; ** < 0.005; *** < 0.0005; **** < 0.0001 by unpaired two-tailed Student’s *t* test and one-way ANOVA

Altogether, these results indicate that an active IFN-β/IFNAR/IRF7 pathway is critical to maintain dormancy in vivo.

### Presence of IFN-β in the serum of ER^−^ breast cancer patients during Epirubicin neoadjuvant chemotherapy is associated with longer distant metastasis-free survival

To test whether activation, or lack thereof, of the IFN-β/IFNAR1/IRF7 pathway during chemotherapy might correlate with a better, or worse outcome, respectively, we determined IFN levels in the serum of 51 ER^−^ breast cancer patients of the trial of principle (TOP) study [36] treated with neoadjuvant Epirubicin chemotherapy. Measurements were performed at time of diagnosis (T1), after the first cycle (T2), and 3–4 weeks after the last cycle (T3) of chemotherapy, before surgery (Fig. 7a). IFN-α was undetectable in most patients (data not shown). IFN-β levels were heterogeneous (from undetectable to high) across patients and within individual patients at the three time points (Fig. 7b), although average IFN-β levels at T3 were lower compared to levels detected at T1 and T2 (Fig. 7c). Patients were stratified for the presence or absence of detectable IFN-β and then analyzed for distant metastasis-free survival (DMFS). Lack of detectable IFN-β correlated with shorter DMFS at all time points with a statistically significant difference at T2 (Hazard ratio = 0.28, 95% confidence interval: 0.08–0.99, *p* = 0.049) (Fig. 7d). No significant correlations were observed between IFN-β levels at the three time points with *IRF7* and *IFNB1* gene expression and published immune gene expression signatures in the primary tumor before therapy including the IRF7 signature by Bidwell *et al*. predicting longer bone metastasis-free survival [34, 37–39]. This suggests that the evidence of the immune response, as captured by the presence of IFN-β in serum during chemotherapy, cannot be inferred from gene expression, including *IFNB1*, in the treatment-naïve primary tumors (Fig. 7e).

**Fig. 7:**
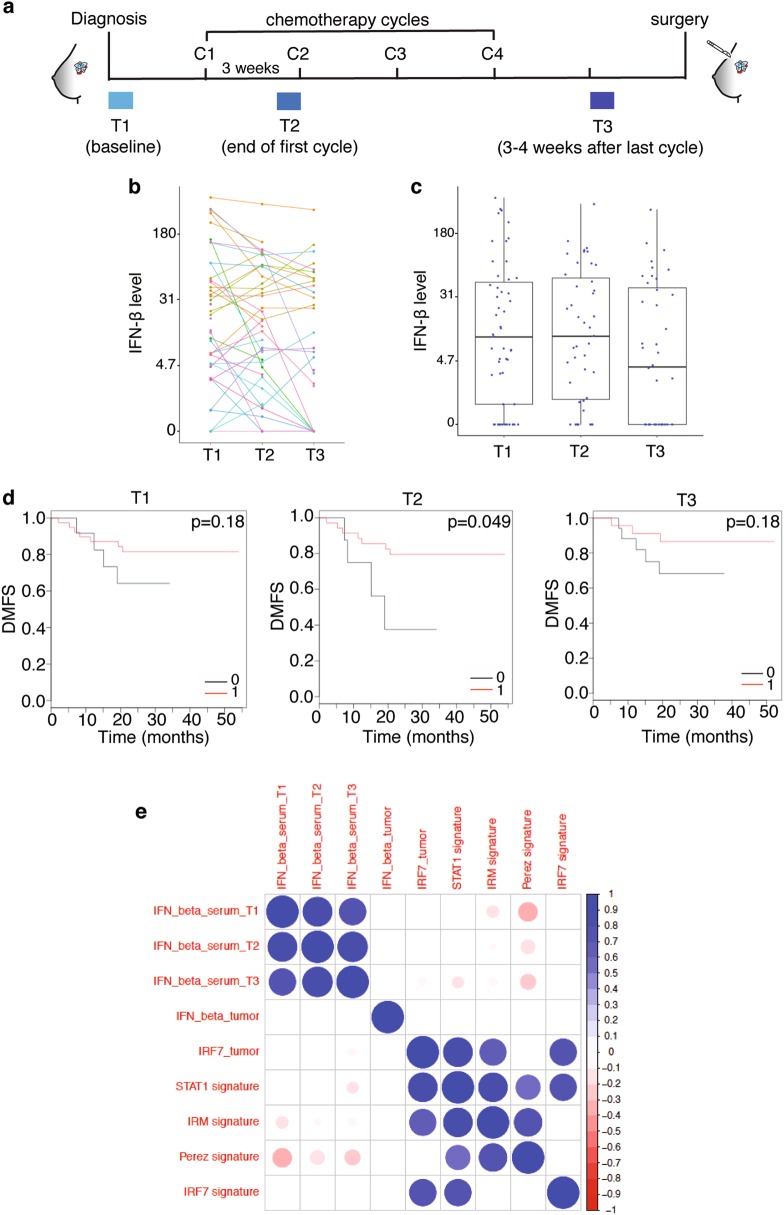
Absence of circulating IFN-β in breast cancer patients at time of neoadjuvant chemotherapy correlates with a shorter DMFS. **a** Scheme of the experimental design for the analysis of IFN-β in breast cancer patients’ sera. Time points are: T1, baseline before chemotherapy at time of tumor diagnosis; T2, after the first cycle of chemotherapy; T3, after the last cycle of chemotherapy and before tumor surgery. C1-C4 represent therapy cycles (3 weeks interval). **b** IFN-β levels measured in breast cancer patients of the TOP study at T1, T2 and T3 time points. **c** Comparison of median IFN-β levels at the different time points. IFN-β levels at T3 are lower compared to levels at T1 and T2. Results represent median values (bar), quantile 0.25 and quantile 0.75 (box) and extremes (lines). **d** Kaplan-Meier curves of probability of distant metastasis-free survival (DMFS) in treated breast cancer patients stratified for absence (0, black curve) or presence (1, red curve) of systematic IFN-β at T1, T2, and T3 time points, respectively. **e** Matrix analyzing potential correlations between IFN-β levels in patients’ sera (at T1, T2, T3 time points), *IFNB1* and *IRF7* expression in the tumor and four published immune/IRF7/STAT1 gene expression signatures derived from tumors at time of diagnosis

From these data, we conclude that the presence of circulating IFN-β in patients during neoadjuvant chemotherapy correlates with a longer DMFS, independently of *IFNB1* expression levels and immune signatures in the tumor before therapy.

## Discussion

In this work, we demonstrate that sustained activation of the IFN-β/IFNAR/IRF7 signaling axis in chemotherapy-treated ER^−^ breast cancer cells instigates immunological dormancy. Upregulated IRF7 expression in treated cancer cells is responsible for reduced cell growth, suppressed mobilization of CD11b^+^Gr1^+^ MDSCs, increased expansion of DCs, T and B lymphocytes and chemoresistance. This immune-phenotype translates into an effective anti-tumor immune response, which keeps treated cells dormant (MR20) at the primary injection site and/or decreases metastasis formation (DR500). Conversely, the inactivation of this pathway breaks tumor dormancy, engendering relapses and metastatic progression (Fig. 8). We could corroborate these experimental findings in ER^−^ breast cancer patients by showing that lack of detectable IFN-β in serum during treated Epirubicin neoadjuvant chemotherapy correlates with a shorter DMFS.

**Fig. 8:**
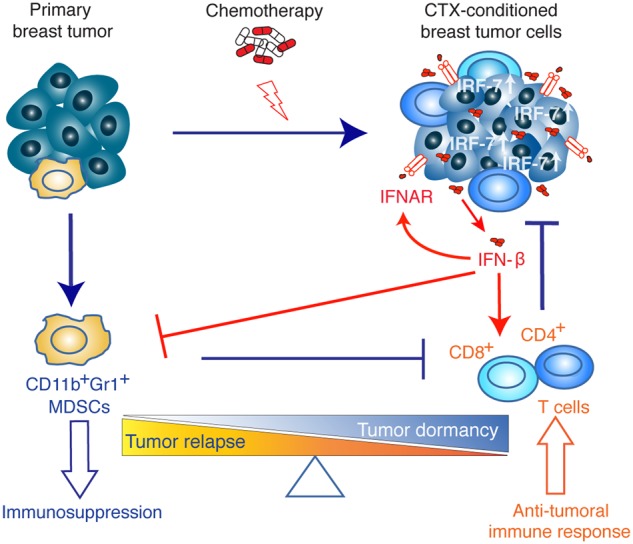
Illustrative scheme of the proposed model of chemotherapy-induced dormancy. Primary breast tumor cells escape immune elimination by inducing the expansion of immunosuppressive MDSC cells. Chemotherapy treatment of primary breast tumor induces a type I IFN response in tumor cells resulting in an autocrine and self-sustained increased IRF7 expression, IFN-β secretion triggering IFNAR signaling. IRF7/IFN-β stimulate the expansion of CD4^+^ and CD8^+^ T lymphocytes and prevent the mobilization of MDSC cells thereby switching the immune response from immunosuppressive (leading to tumor relapse) to anti-tumoral (leading to tumor dormancy)

The treatment of tumor cells in vitro and the choice of drugs was guided by the following reasons: *Firstly*, to have full control of dose and timing of drug exposure*; Secondly*, to allows for complete recovery of treated and surviving cells; *Thirdly*, to limit therapy-induced mutagenesis and appearance of neo-epitopes we included Methotrexate, an antimetabolite standard of care in combination treatments in TNBC in the past, and still in used today [29, 40]; *Fourthly*, we included Doxorubicin to test a class of drug (anthracycline) widely used in TNBC also as single therapy [28, 40].

Some chemotherapies have been shown to induce the anti-tumor immune response in cancer patients [13, 41]. For example, Ma et al., reported that anthracycline-based chemotherapy induces the release of ATP by dying tumor cells, which promotes the recruitment and differentiation of antigen presenting cells in the tumor microenvironment [42]. The role of Type I IFN in promoting response to chemotherapy in tumor cells has been recently reported [24, 25]. Furthermore, expression of MHC class II antigen presentation pathways in tumor tissue is associated with better outcome in TNBC patients, consistent with a protective antitumor immune response [43]. Conversely, IFN-α deficient dendritic cells (DC) accumulating in aggressive breast cancers favor the expansion of Tregs, suggesting that IFN-α deficiency may contribute to tumor immune tolerance and poor clinical outcome [44]. These improved immediate anti-tumor effects of chemotherapy by the immune response may be explained by enhanced tumor cell death, senescence and cytotoxicity trigged by the rapid activation of type I IFN response during chemotherapy [25, 41, 45]. However, the long-term protective effects of chemotherapy as observed in (neo)adjuvant chemotherapy, and the latency (dormancy) before relapses, could not be explained by immediate anti-tumor effects but only when considering the non-linear kinetics of relapses, including in ER^−^ cancers [4, 8, 9].

Our work has two important implications. *Firstly*, it establishes chemotherapy-induced immunological dormancy in (ER^-^) breast cancer as a novel concept for how (neo)adjuvant chemotherapy may act to provide long-term survival benefits. Strikingly, in spite of the fact that immunological dormancy is a widely recognized form of dormancy [46], there is paucity of data in the literature characterizing the mechanisms involved. This may be due to the limited availability of syngeneic dormant cell lines of solid cancer and by the fact that grafting human cell lines or patients-derived xenografts into immune deficient mice excludes the possibility to study the role of the adaptive immune system. Experimental models of dormancy, however, exist in hematologic malignancies such as lymphoma and leukemia [47]. *Secondly*, it implicates type I IFN response in this effect. Previous studies based on tumor-derived IFN signatures indicate that IFN-regulated genes may correlate with favorable outcomes. We have previously reported in patients that a pretreatment STAT1 signature was associated with better prognosis in TNBC and HER2^+^ breast cancers [37] and with better response to neoadjuvant chemotherapy [48]. High IRF7 pathway activity in primary breast cancer predicted bone relapse-free survival in patients and protected against bone metastasis in mice, and treatment with IFN-α improved bone metastasis-free survival [34]. High level of IFN-β activates STAT1, STAT2 and STAT3 to facilitate cellular dormancy in tumor-repopulating melanoma cells [49]. 

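On the arrays of cells grown without drug, Irf7 had a mean log2 expression value of 6.11 ± 0.26 in 4T1, 11.04 ± 0.15 in MR20 and 6.89 ± 0.15 in DR500 (SD, n = 3 arrays per line). Irf9 stood at 8.33 ± 0.08, 10.01 ± 0.06 and 8.72 ± 0.04, and Stat2 at 7.57 ± 0.07, 9.76 ± 0.10 and 7.75 ± 0.11. Irf7 and Irf9 passed the test against 4T1 in both lines. Stat2 rose in MR20 and had a log2 fold change of 0.18 in DR500 (standard error 0.08, adjusted p = 0.0939 from limma), which did not pass the test. Over the alternatives its adjusted p ranged from 0.00305 to 0.260, and it passed with a repeated quantile normalization (0.00305), with array weights (0.0226) and without DR500 replicate 1 (0.0404).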

Our work significantly extends these observations by demonstrating that cells (i.e., MR20 and DR500) that survived chemotherapy treatment maintained high expression levels of *IRF7, IRF9, STAT1* and *STAT2* even in the absence of the drugs. Consistently with these observations, in vivo IFNAR1 blockade restored a tumor-promoting immune response and broke dormancy of MR20 cells. These results extend the implication of the role of type I IFN in immunoediting in cancer [21, 22].

Although both MR20 and DR500 show similar increased immune response, they also show different in vivo phenotype. 

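Interferon-stimulated genes were lower in DR500 cells than in MR20 cells when the lines were compared directly. All 24 measured core genes were lower (24 adjusted over the list alone), 22 of them beyond 2-fold, with a median log2 difference of -2.98, DR500 minus MR20. Ifit3 differed by -5.18 (standard error 0.09, adjusted p = 9.18e-11 from limma), Usp18 by -4.76 (standard error 0.07) and Xaf1, an antagonist of apoptosis inhibitors, by -2.97 (standard error 0.11). On the wider type I interferon list of 86 genes, 60 were lower in DR500 and 12 higher (63 and 12 adjusted over the list alone). The 9 interferon-inducible GTPases were all lower in DR500, with a median of -2.53. Of the 48 genes of the cytokine and chemokine list, which also holds the enzyme gene Nos2, 27 were lower and 6 higher (28 and 6 adjusted over the list alone). Among the lower ones were Csf2, a growth factor of myeloid cells (-3.83), and Cxcl2, which attracts neutrophils (-3.03). Camera gave adjusted p of 4.00e-25 for the core genes, 4.29e-18 for the type I list, 6.41e-09 for the GTPases and 1.49e-07 for the cytokine list with Nos2. All of these stayed under 0.05 with an estimated correlation (0.00638 for the core genes). The immune response of tumor-bearing mice was not analysed here.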

DR500 cells have a weaker activation of the IRF7/IFN response, which translates into a lesser effect on the immune response compared to MR20 tumor-bearing mice. The stronger immune response against MR20 in vivo suppressed the outgrowth both in primary site and distant organs, while the weaker activation of IRF7/IFN response in DR500 cell was only able to suppress the metastatic growth in lung consistent with the observation by Bidwell et al. [34]. In line with this notion, we observed that CD8^+^ T cells in lung of DR500-injected and 4T1-injected mice express a higher levels of cytotoxicity markers.

Although activation of the IRF7/IFN-β/IFNAR pathway contributes to cancer cell resistance against chemotherapy, the fraction of cancer cells surviving chemotherapy is small (15% after 48 h and much less at later time points) in spite of rapid (i.e., within 24 h) activation of the pathway. This implies that most cells die initially and only a few survived to develop a phenotype eliciting dormancy. The study by Weichselbaum et al. has shown that expression of IRDS is a predictive marker for chemotherapy and radiation resistance for breast cancer [26]. The author propose that the resistant cells are selected for the failure to transmit cytotoxic signal and instead results in a pro-survival signals. Based on these considerations we propose that activation of the IRF7/IFN-β/IFNAR pathway contributes to the selection of cells resistance to chemotherapy (and eliciting an immune response) but is not sufficient to protect the bulk of the cancer cells initially exposed to chemotherapy. The link between IRF7/IFN pathway and tumor resistance remains elusive at this point, which will be further studied.

In accordance with preclinical observations, we found that the absence of detectable IFN-β in the serum of TNBC patients during (i.e., T2) neoadjuvant chemotherapy treatment significantly correlated with a shorter DMFS. This also suggests that measuring immune-related parameters during (neo)adjuvant therapy may represent an additional method to obtain valuable predictive/prognostic information complementing pretreatment information. Altogether these data demonstrate that MR20-derived IFN-β promotes chemotherapy-induced dormancy. Interestingly, we observed that the spontaneously dormant D2.0R cells have an active IRF7/IFN-β axis and elicit an immune response similar to the one observed in chemotherapy-treated MR20 and DR500 cells. This raises the intriguing possibility that some forms of dormancy occurring during tumor evolution may be due to spontaneous IRF7/IFN-β axis activation.

Cancer stem cell (CSC) has been proposed to be responsible for therapy-resistance and relapse [50]. Recent study by Liu et al. [51]. showed that chemotherapy triggered tumor-independent expression of CCR2 by monocytes induces cancer stemness in both HER2^+^ and TNBC. Along with the studies by others [25, 42], the work of Liu et al. confirms that different immune cells may exerts different roles during chemotherapy, including tumor suppressive and tumor promoting effects, some of which may involve induction of stemness. Furthermore, IFN-I has recently been recently shown to control stemness in the Neu/T mouse tumor model [52]. The population of ALDH^+^ cancer stem cells was increased upon IFNAR mutation or blocking of IFN-1 [52]. From the transcriptomic data, we found that the stem cell markers Abcg2, Sca-1, and CD61 were upregulated both in MR20 and DR500, while Aldh1 and additional CSC-related markers (i.e., CD24, CD90, CD29, CD133, CD166) were not. 

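Among 16 measured cancer stem cell markers, 7 rose and 1 fell in MR20 (7 and 1 adjusted over the list alone), and 7 rose and 3 fell in DR500 (7 and 3 adjusted over the list alone). Abcg2, a drug efflux pump, rose by 2.84 in MR20 (standard error 0.11, 7.17-fold, adjusted p = 5.66e-08 from limma) and by 1.12 in DR500 (standard error 0.11, 2.17-fold, adjusted p = 2.02e-05). Itgb3, which encodes CD61, an integrin subunit, rose by 1.88 (standard error 0.06, 3.68-fold) and 2.38 (standard error 0.06, 5.19-fold). Aldh1a1, an aldehyde dehydrogenase gene of low signal, rose by 0.77 in MR20 (standard error 0.15, adjusted p = 0.00250) and 0.51 in DR500 (standard error 0.15, adjusted p = 0.0185), the latter not passing without 4T1 replicate 2 (0.0651), 4T1 replicate 3 (0.0608) or DR500 replicate 2 (0.0504) and ranging from 8.50e-04 to 0.0651 over the alternatives. Aldh1l2, which the folate and thymidylate list also holds, fell by 1.48 and 1.34, the lowest value of the stem cell list in each line. It is the 1 marker that fell in MR20, and the stem cell list was not tested without it. Alcam, which encodes CD166, rose by 0.33 and 0.44 (standard error 0.06 each). Cd24a rose by 0.19 in MR20 (adjusted p = 0.0407) and fell by 0.34 in DR500. The small rise did not pass without any 1 of the 4T1 and MR20 arrays (adjusted p = 0.0849, 0.115 and 0.0994 without 4T1 replicate 1, 2 and 3, and 0.0737, 0.118 and 0.0903 without MR20 replicate 1, 2 and 3). It was also lost with centring (0.0506), with all probe sets tested (0.0665) and with the replicate number as a block (0.0563). Its adjusted p ranged from 0.00285 to 0.118 over the alternatives. Thy1, which encodes CD90, had values of -0.20 and 0.17, and Prom1, which encodes CD133, of 0.02 and 0.15, neither passing the test in either line. Prom1 in DR500 passed with a repeated quantile normalization (adjusted p = 0.0294) and with centring (0.0328), and ranged from 0.0294 to 0.358 over the alternatives. Itgb1, which encodes CD29, stood at -0.08 in MR20 without passing the test and fell by 0.52 in DR500. The shift of the list had an adjusted p of 0.0261 from camera in MR20, or adjusted p = 0.103 with an estimated correlation and 0.0552 with dim genes left out (0.00982 to 0.103 over the alternatives), and of 0.236 in DR500, where its median stood at percentile 98.0 of random lists.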

Further studies will be necessary to better characterize MR20 and DR500 cells for functional CSC-like properties.

In conclusion, we report a novel, valuable preclinical model of chemotherapy-induced dormancy in ER^-^ breast cancer. With this model, we demonstrate the contribution of the immune system in chemotherapy-induced dormancy and identified activation of the IRF7/IFN-β/IFNAR axis as critical mechanism involved. These results further support the critical role of type I IFN response in immunoediting in cancer [21, 22]. They also identify IFN-β as potential predictive biomarker and therapeutic molecule to improve outcome of ER^-^ breast cancer patients treated with (neo)adjuvant chemotherapy.

## Material and methods

### Reagents and chemicals

Growth factor reduced Matrigel Matrix (MG) was obtained from Becton Dickinson (BD Biosciences, Basel, Switzerland). Collagenase I was purchased from Worthington (Lakewood, United Kingdom). Bovine serum albumin (BSA), crystal violet (CV) and paraformaldehyde (PFA) were obtained from Sigma-Aldrich (Buchs, Switzerland). Anti-CD4, anti-CD8 and anti-IFNAR antibodies and IgG control antibody were purchased from Bio X cell (New Hampshire, USA). Chemotherapeutic drugs Doxorubicin and Methotrexate, were generously provided by the Centre Pluridisciplinaire d’Oncologie (now Department of Oncology), University Hospital, University of Lausanne, Lausanne, Switzerland.

### Generating chemo-resistant tumor cells in vitro

10^6^ tumor cells were plated in 10 cm cell culture dish overnight before treatment. For Methotrexate selection, cells were treated with the dosage around IC85 in culture medium. The medium with Methotrexate were replaced in 2nd and 3rd day and then every 2–3 days. The treatment was continued for up to 2 weeks until single colonies of surviving cells were visible. For Doxorubicin selection, no cells survived after treatment with the dosage of IC85. The selection was performed with the dosage IC50 (0.05 µM) for one week. The surviving cells were further cultured with 0.2 µM, 0.75 µM, and 0.93 µM (500 ng/ml) consecutively for 1 week in each dosage. After selection cells were then cultured in normal medium for additional 2 weeks for recovery.

### Tumor models

4T1, MR20, DR500, D2A1, and D2.0R tumor cells (5 × 10^4^ cells for 4T1, MR20 and DR500 and 10^5^ for D2A1, D2.0R in 50 μl PBS/10% Matrigel mixture per mouse) were injected in the fourth right inguinal mammary gland of 6–7 week-old BALB/c, nude (*nu/nu)* (Harlan Laboratories, Gannat, France; Charles River Laboratories, L’Arbresle, France) and NSG (NOD SCID common gamma 2 chain deficient) female mice (University of Lausanne, Lausanne, Switzerland). Blocking IFNAR antibody was injected intraperitoneally (i.p.). We injected 10 mg/kg of antibody on days 0, 3, 8, and 15 post tumor cell injection. Prior to surgery, animals were anesthetized by an intra-peritoneal injection of ketamine (1.5 mg/kg) and xylazine (150 mg/kg) (both from Graeub, Bern, Switzerland). Tumor growth was measured twice a week with caliper and tumor volume was calculated by the equation: volume = (length × width^2^) × π/6. At the endpoint mice were sacrificed according to defined ethical criteria. Mice were killed by CO_2_ inhalation followed by neck dislocation. Tumors and lungs were resected, incubated over-night in 4% PFA and paraffin-embedded for sectioning [53]. All animal procedures were performed in accordance with the Swiss and French legislations on animal experimentation and approved by the Cantonal Veterinary Service of the Cantons Vaud and Fribourg for experiments in Lausanne and Fribourg.

### Statistical analyses (except for microarray-based gene expression analyses)

Data are presented as mean ± SEM from at least 3 independent experiments, unless otherwise indicated. Statistical comparisons were performed by an unpaired Student’s t test with a two-tailed distribution or one-way ANOVA analysis of variance with Bonferroni post-test, using Prism 7.0 GraphPad Software, Inc.

## Supplementary information

Supplementary information

# Supplementary material for: Type I interferon/IRF7 axis instigates chemotherapy-induced immunological dormancy in breast cancer
**Source:** Oncogene. 2018 Dec 13;38(15):2814–29. doi: 10.1038/s41388-018-0624-2
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information for

### **Type I interferon/IRF7 axis instigates chemotherapy-induced immunological dormancy in breast cancer**

- Supplementary figures (1-9)
- Supplementary figure legends
- Supplementary table
- Supplementary methods

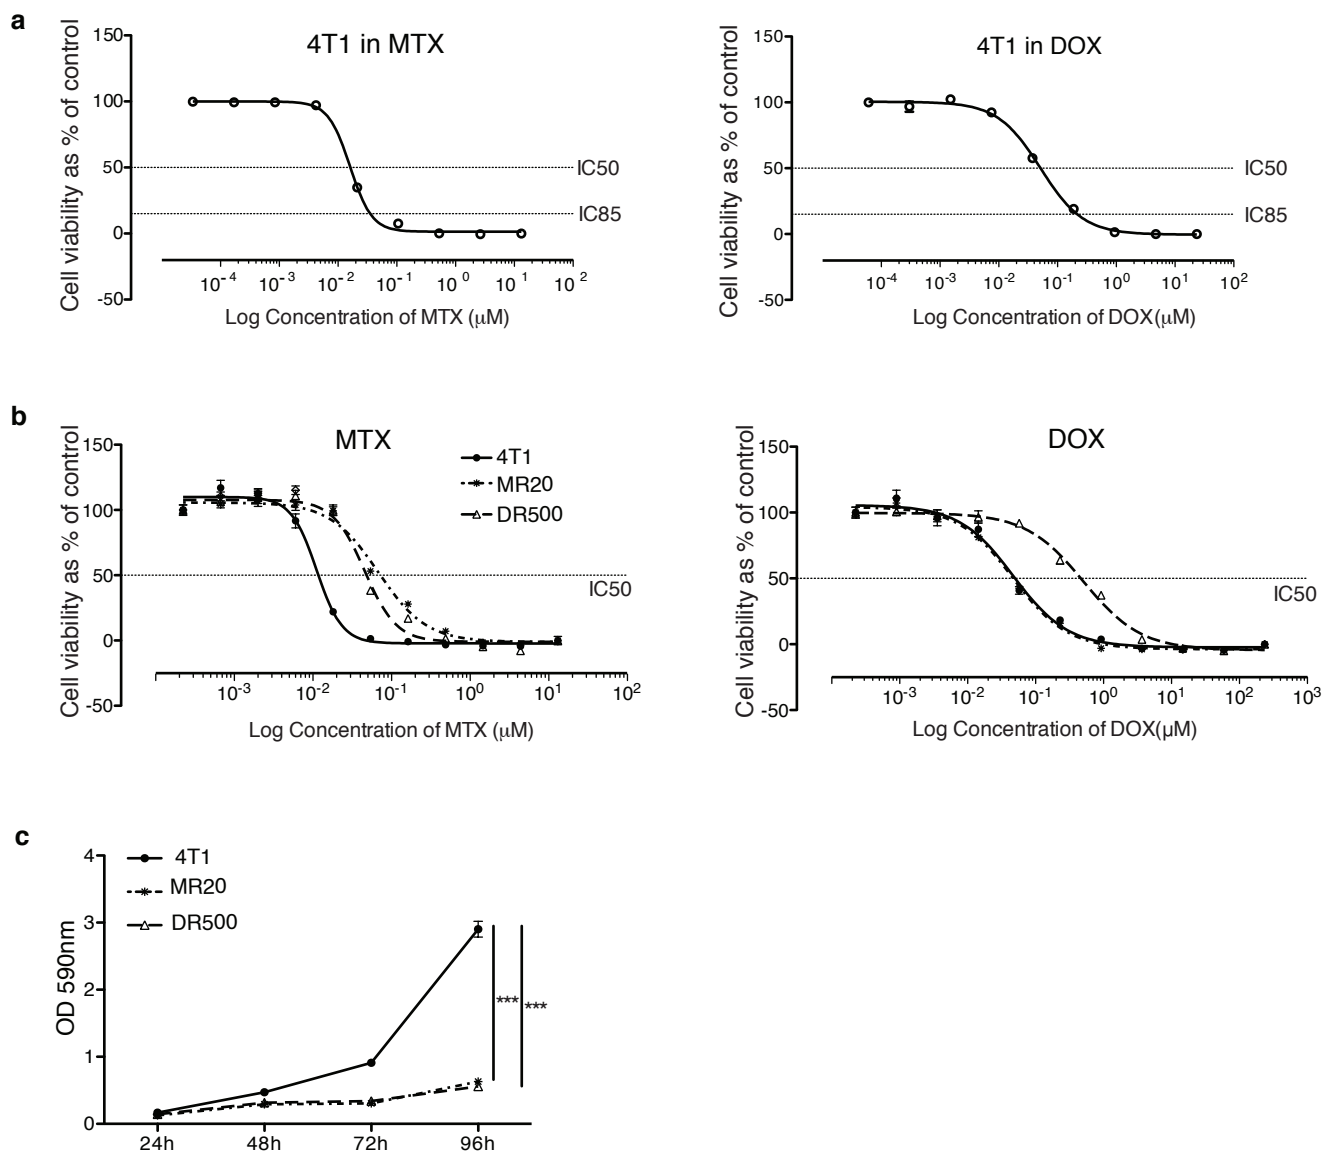

Supplementary Figure 1

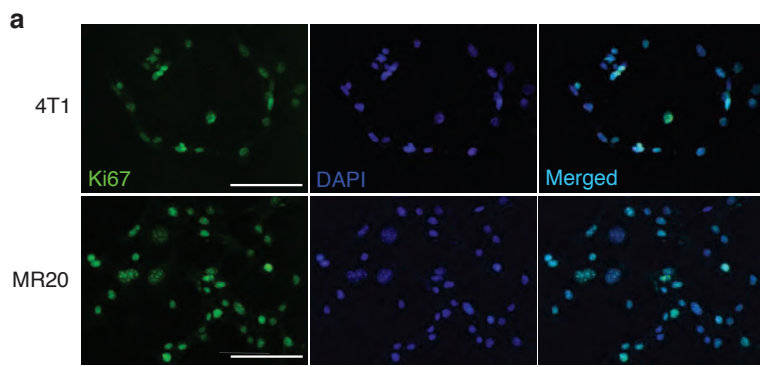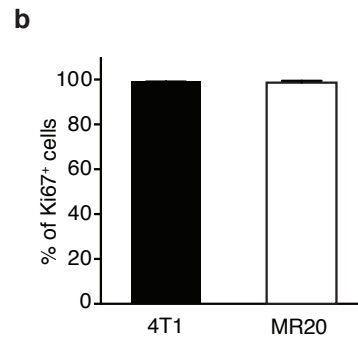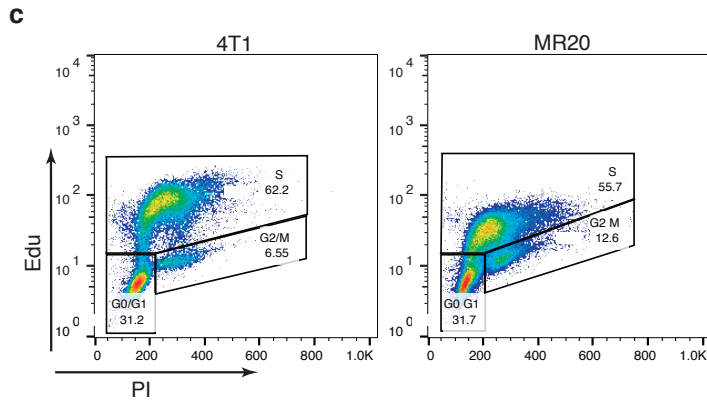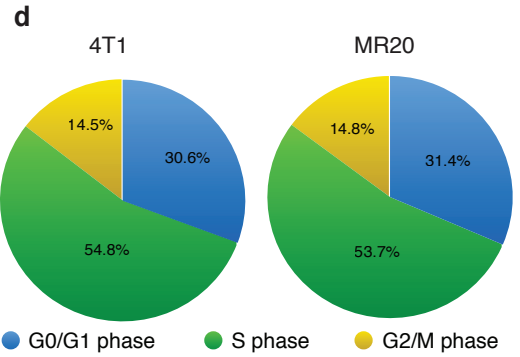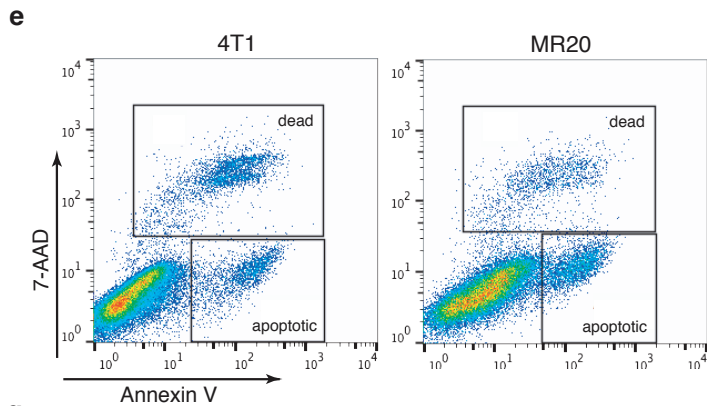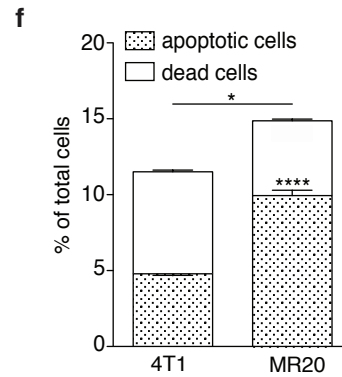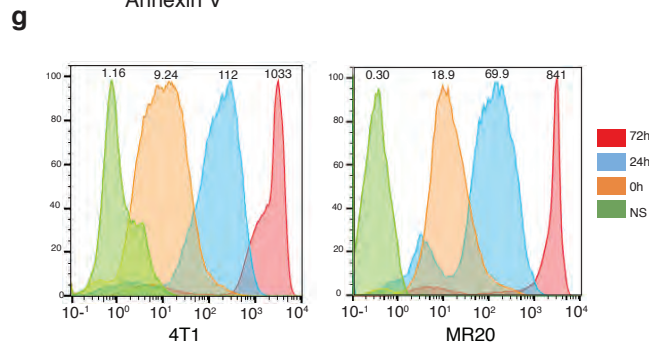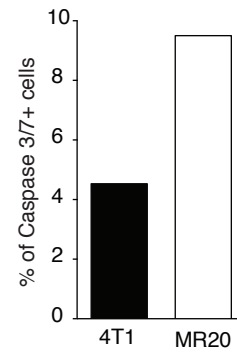

Supplementary Figure 2

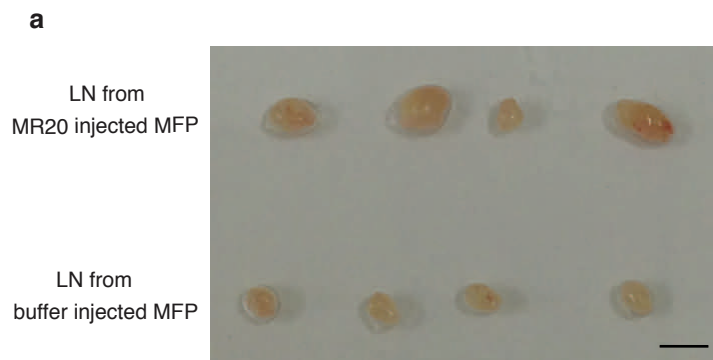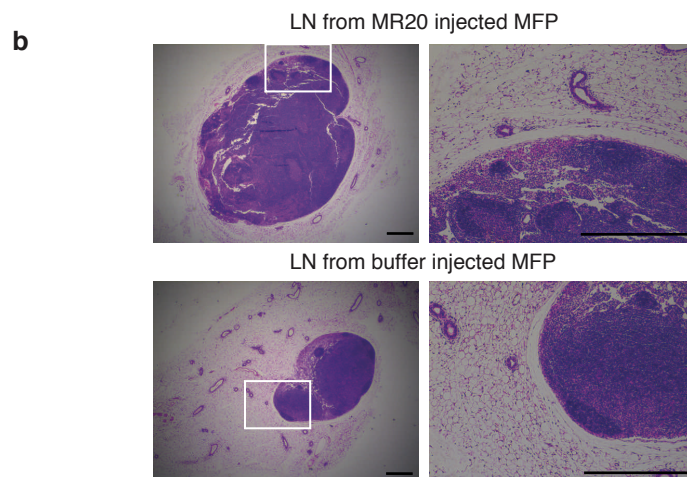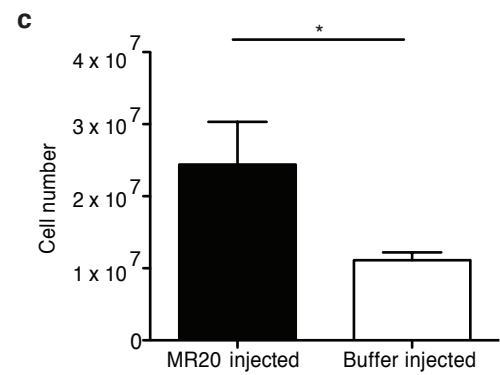

Supplementary Figure 3

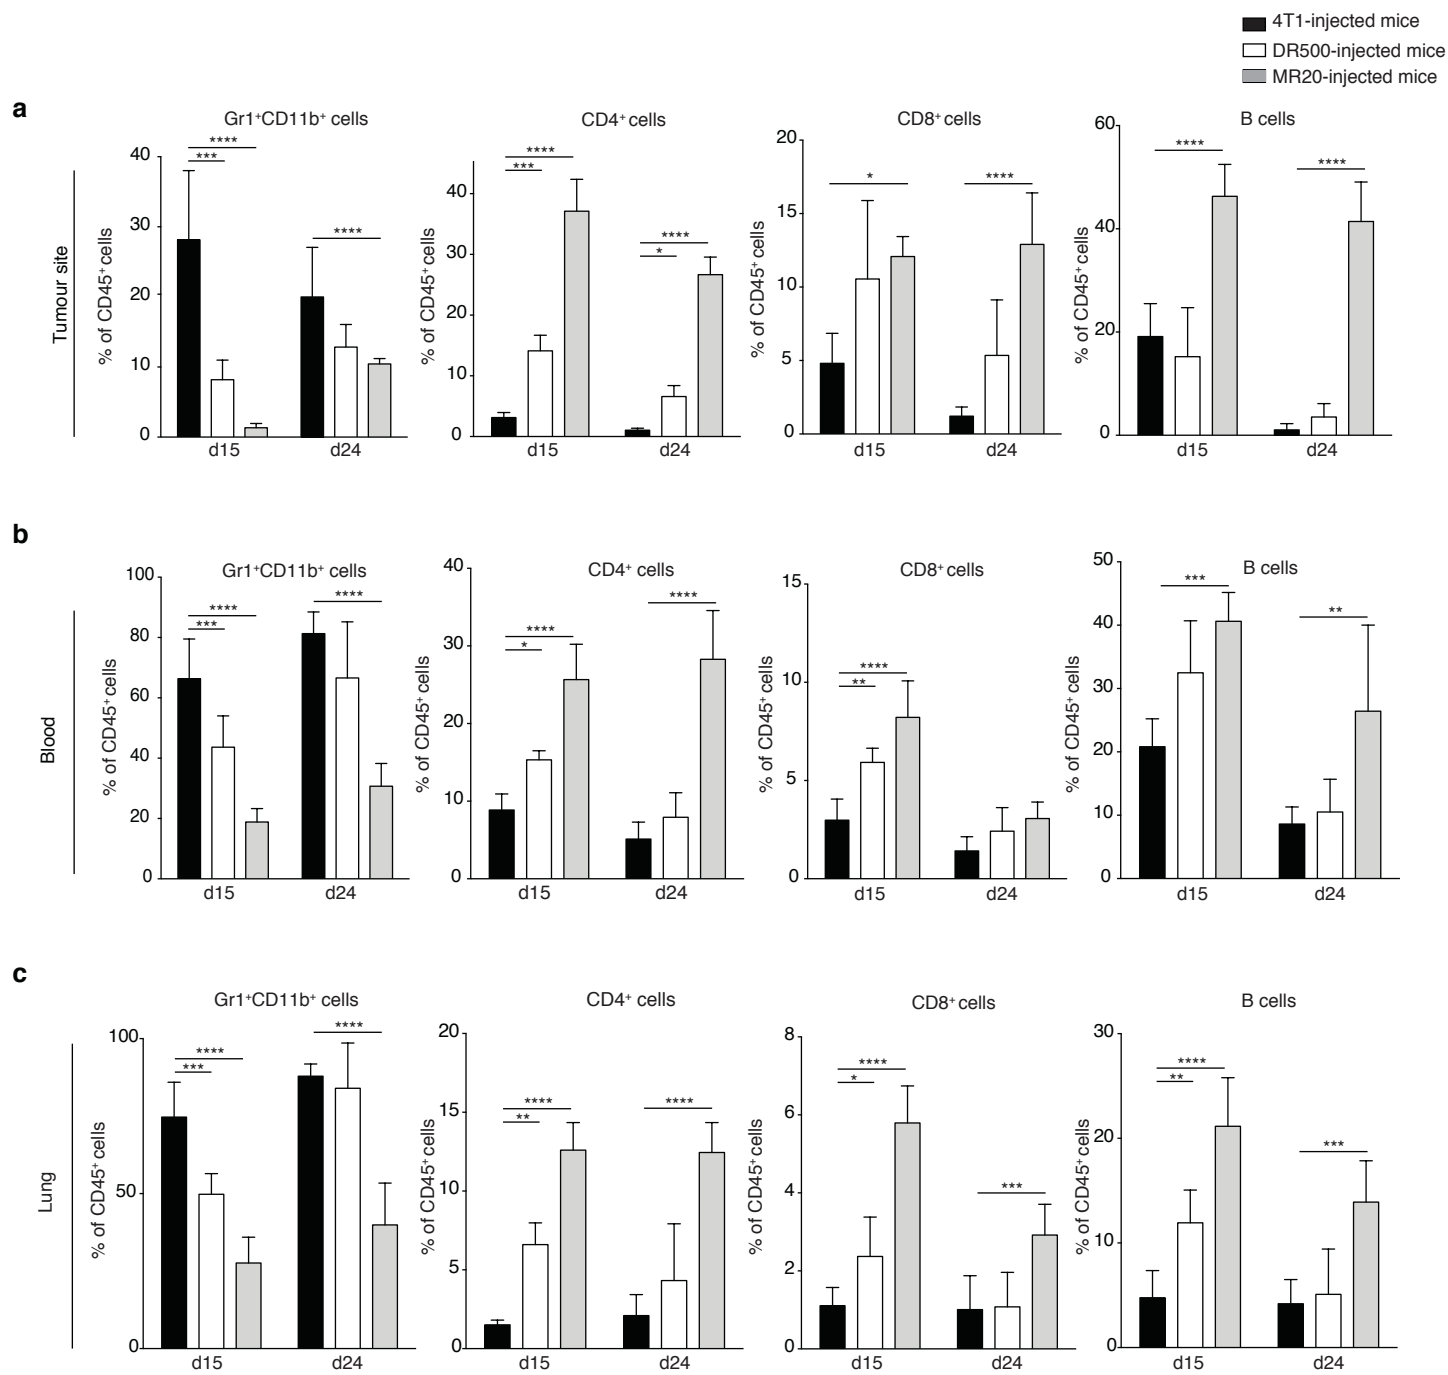

Supplementary Figure 4

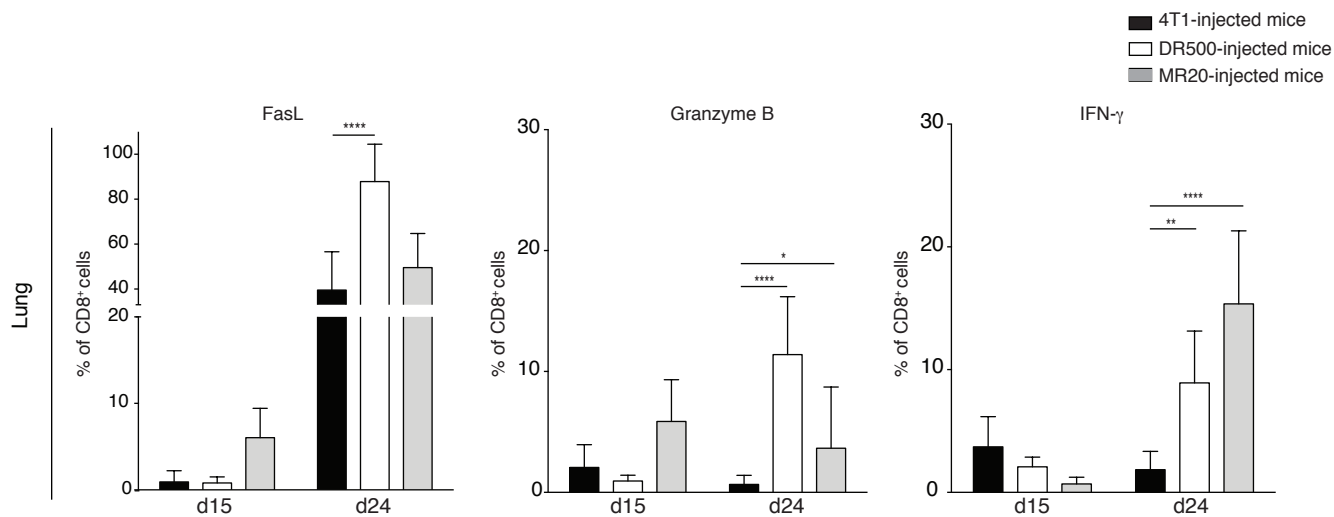

Supplementary Figure 5

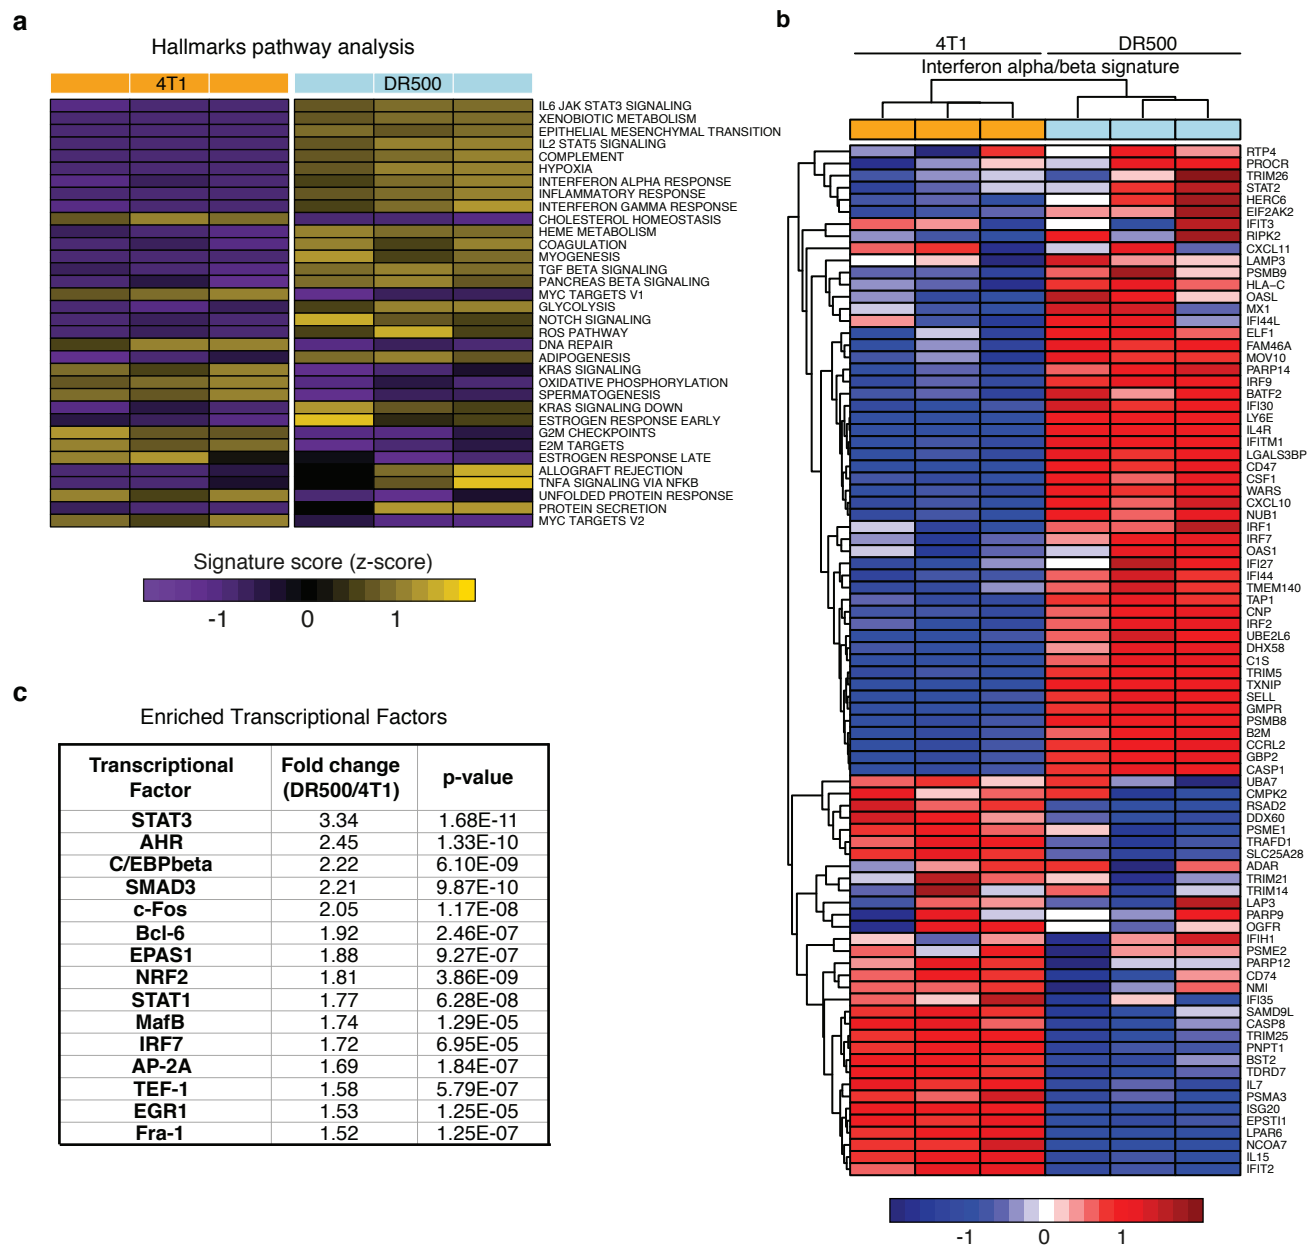

Supplementary Figure 6

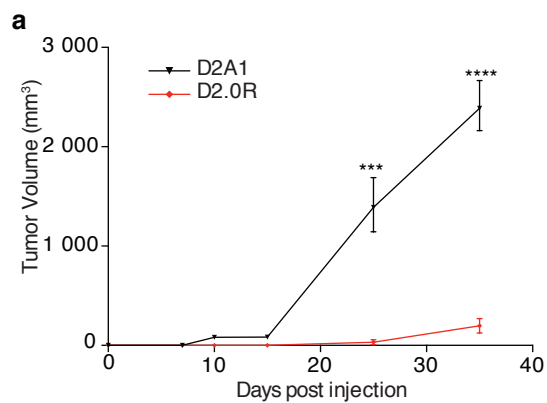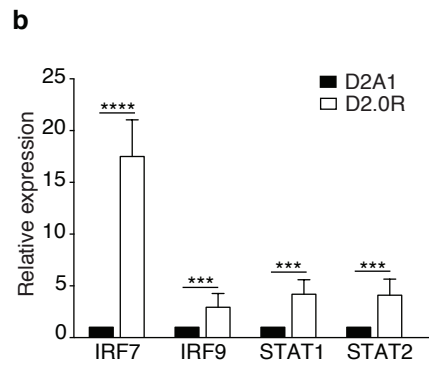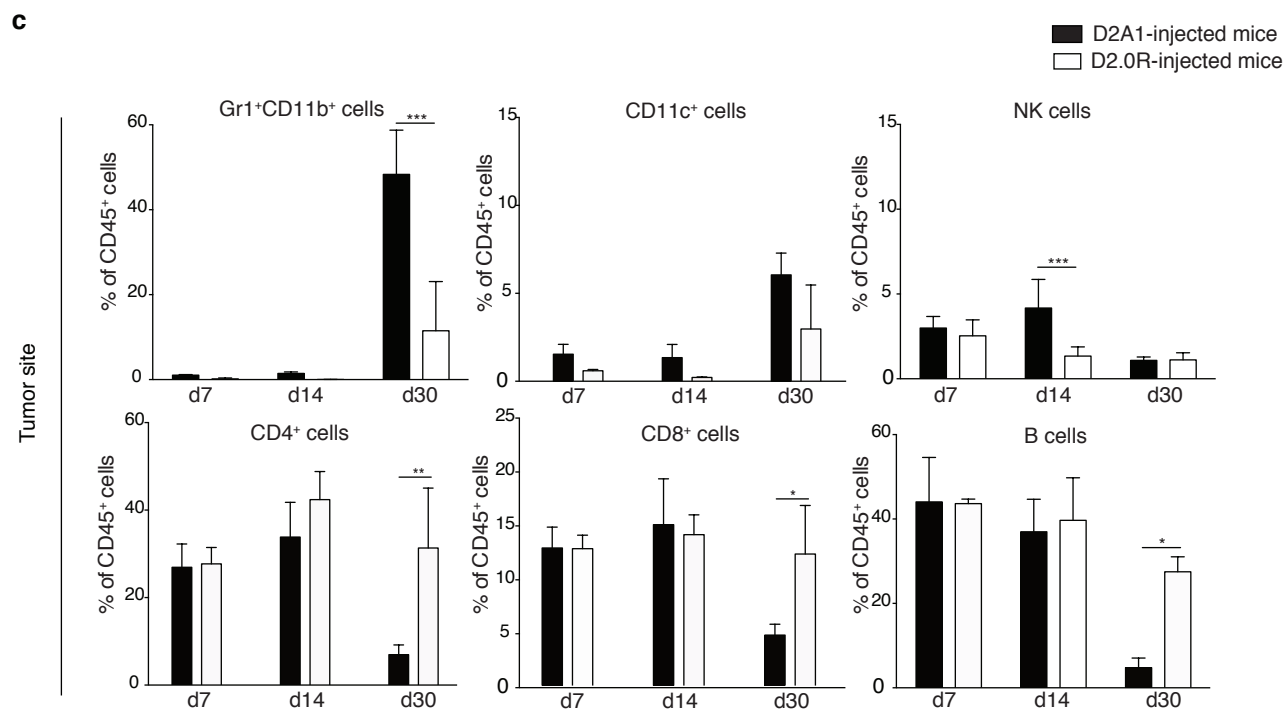

Supplementary Figure 7

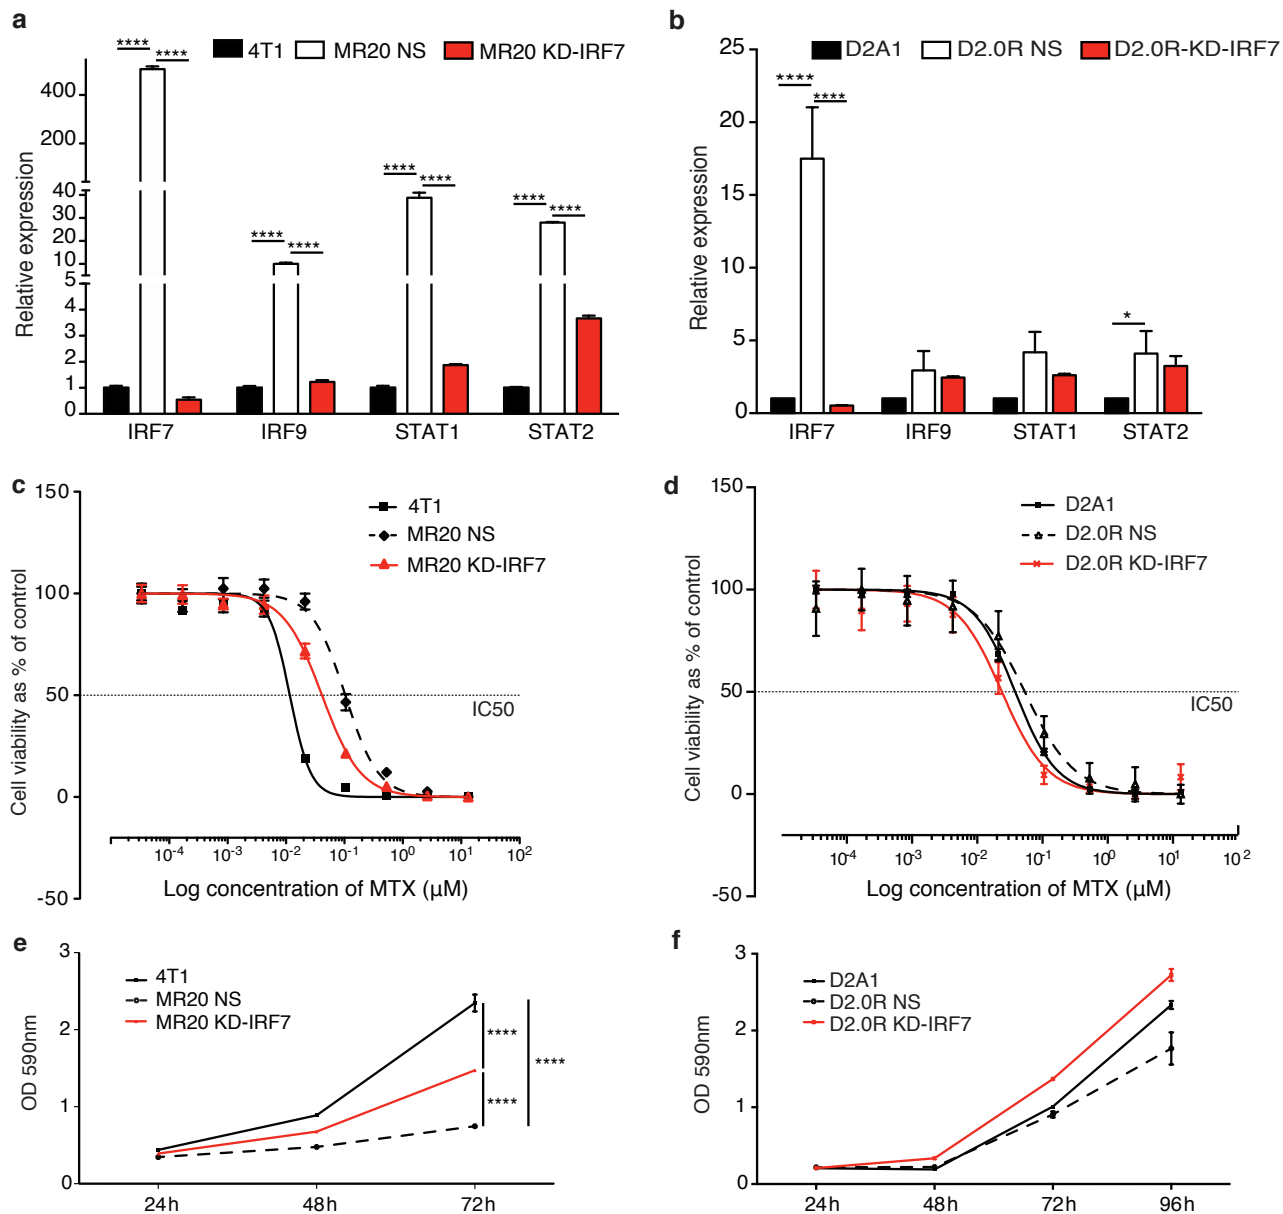

Supplementary Figure 8

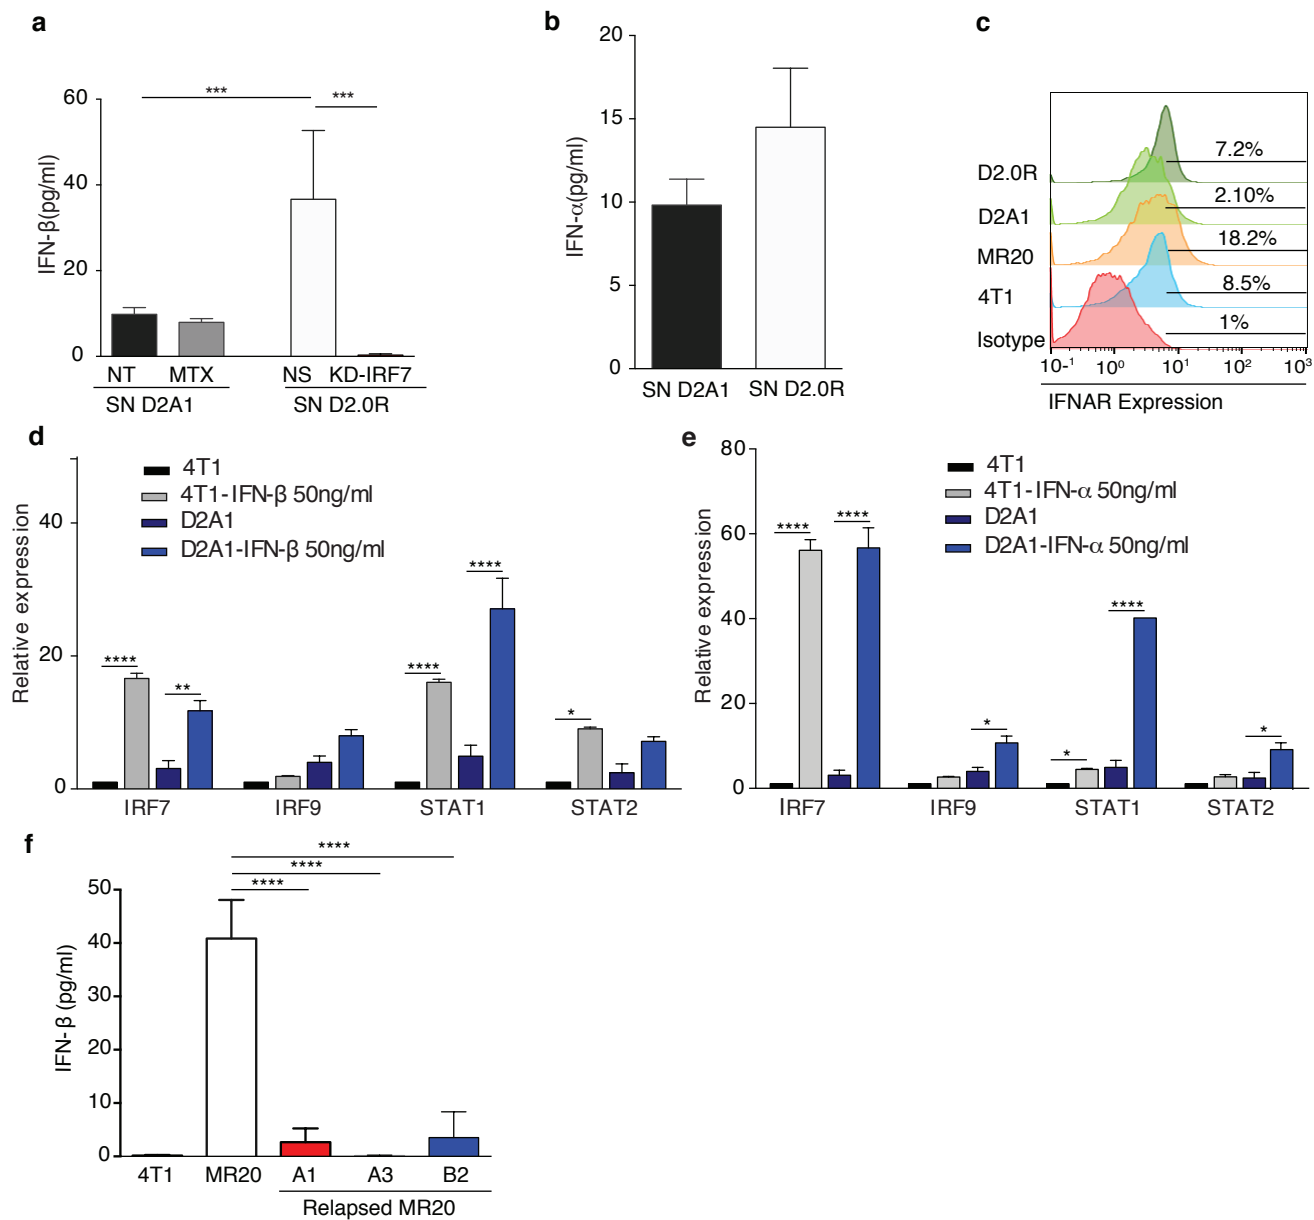

Supplementary Figure 9

## Supplementary Figures legends

### Supplementary Figure 1. Chemotherapy-treated cells are more resistant to

**chemotherapy and form tumors growing at different rates. (a)** Dose dependent effect of 48 h treatment with MTX (left) or DOX (right) on 4T1 cell viability. IC<sub>50</sub> of MTX is  $1.61 \times 10^{-2} \mu\text{M}$ , IC<sub>50</sub> of DOX is  $5.14 \times 10^{-2} \mu\text{M}$ . **(b)** Dose dependent effect of 48 h treatment with MTX (left) and DOX (right) on 4T1 and drug resistant MR20 and DR500 cells' viability. MTX IC<sub>50</sub> for MR20 and DR500 against MTX are  $6.83 \times 10^{-2} \mu\text{M}$  and  $4.57 \times 10^{-2} \mu\text{M}$ , respectively. IC<sub>50</sub> DOX for MR20, DR500 are  $4.78 \times 10^{-2} \mu\text{M}$  and  $5.07 \times 10^{-2} \mu\text{M}$ , respectively. **(c)** *In vitro* growth rate of 4T1, MR20 and DR500 cells measured by crystal violet staining. Results are expressed as mean  $\pm$  SEM, \*\*\* $p < 0.001$ .

### Supplementary Figure 2. MR20 cells show slower proliferation and have an increased rate of apoptosis *in vitro*. (a)

Cultured 4T1 and MR20 cells stained with the proliferation marker Ki67 (green) and the DNA staining DAPI (blue) (scale bars: 100  $\mu\text{m}$ ). **(b)** Quantification of the percentage of Ki67 positive cells in experiment of panel A. Both cell lines are proliferating. **(c)** Cell cycle analysis of 4T1 and MR20 by Edu/PI labelling and flow cytometry analysis. **(d)** Quantification of the percentage of 4T1 and MR20 in the G<sub>0</sub>/G<sub>1</sub>, S and G<sub>2</sub>/M phases of the cell cycle. Data are representative of three independent experiments. No significant changes in the cell cycle phases are observed. **(e)** Measurement of 4T1 and MR20 cell apoptosis by FITC-Annexin V and 7-ADD staining. **(f)** Quantification of dead and apoptotic cells as average from three independent experiments (upper panel), and quantification of cells with active Caspase 3/7 by flow cytometry analysis (lower panel). **(g)** Measurement of cell proliferation rate in 4T1 and MR20 tumor cells *in vitro* by CMFDA staining. Results are presented as histograms and MFI for  $t=0$  h,  $t=24$  h

and t=72 h. **(b, f)** Results are expressed as mean  $\pm$  SEM of apoptotic cells, dead cells, and combination thereof. P values: \* $<0.05$ ; \*\* $<0.005$ ; \*\*\* $<0.0005$ , unpaired two-tailed Student's *t* test

**Supplementary Figure 3. Enlarged draining LN in the MFP of MR20-injected mice.**

**(a)** Size comparison of MFP lymph nodes of MR20 cell- or saline buffer-injected BALB/c mice. **(b)** Representative images of sections of MFP draining lymph nodes from BALB/c mice injected with MR20 cells- or from saline-injected, contralateral MFP of the same mice 20 days after tumor implantation (H&E stained). **(c)** Quantification of total cell number in MFP lymph nodes of MR20 cells- or saline buffer-injected BALB/c mice. n=6 per group. \* $p < 0.05$  (unpaired Student's *t* test).

**Supplementary Figure 4. DR500 tumor cells induce a reduced mobilization of Gr1<sup>+</sup>CD11b<sup>+</sup> cells (MDSC) and an increased accumulation of CD4<sup>+</sup>, CD8<sup>+</sup> T cells compared to MR20 cells.** Analysis of the immune response upon orthotopic injection of DR500, 4T1 and MR20 into BALB/c mice. Percentages of indicated immune cells in **(a)** the primary tumor/injection site, **(b)** the peripheral blood and **(c)** the lungs detected by flow cytometry analysis. Time points of analysis after tumor cells' injection (day 15 and 24) are indicated. Data are from one representative experiment. n=8/group. Results are expressed as % of CD45<sup>+</sup> cells. Data are represented as mean  $\pm$  SEM. P values: \*  $< 0.05$ ; \*\*  $< 0.005$ ; \*\*\*  $< 0.0005$  by two-way ANOVA test.

**Supplementary Figure 5. CD8<sup>+</sup> T cells in the lungs of DR500- injected mice show a high level of expression of cytotoxic molecules.** Analysis of cytotoxic molecule's expression in CD8<sup>+</sup> T cells in the lung upon orthotopic DR500, 4T1 and MR20 injection into

BALB/c mice. Percentages of positive cells detected by flow cytometry analysis. Time points of analysis after tumor cells' injection (15 and 24 days) are indicated. Data are from one representative experiment. n=8/group. Results are expressed as % of CD45<sup>+</sup> cells. Data are represented as mean  $\pm$  SEM. P values: \* < 0.05; \*\* < 0.005; \*\*\* < 0.0005 by two-way ANOVA test.

**Supplementary Figure 6. Gene expression analysis in 4T1 and DR500 cells. (a-b)** Heat map of gene expression (a) and type I IFN signature-related gene expression (b) in 4T1 and DR500 cells color-coded based on expression levels relative to average. Blue, downregulated; red, upregulated. Results from three biological triplicates are shown. **(c)** List of enriched transcription factors in DR500 vs 4T1 cells.

**Supplementary Figure 7. Spontaneous dormant D2.0R cells show an up-regulation of type I IFN genes and an altered immune response. (a)** Primary volume of D2A1 and D2.0R-derived tumors in the MFP of BALB/c mice. Results are expressed as mean  $\pm$  SEM. n=8 per group. \*\*\*p < 0.0005. **(b)** Relative expression of IRF7, IRF9, STAT1, STAT2 transcripts in D2A1 and D2.0R tumor cells. **(c)** Percentages of indicated immune cells in the primary tumor site from D2A1- or D2.0R injected BALB/c mice detected by flow cytometry analysis. Time points of analysis (days after tumor cells' injection) are indicated. Data are from one representative experiment. n=5/group. Results are expressed as % of CD45<sup>+</sup> cells. Data are represented as mean  $\pm$  SEM. P values: \* < 0.05; \*\* < 0.005; \*\*\* < 0.0005 by two-way ANOVA test.

**Supplementary Figure 8. IRF7 silencing suppresses IRF7, IRF9, STAT1 expression and reverses drug resistance and growth inhibition. (a, b)** Relative expression of IRF7,

IRF9, STAT1 and STAT2 mRNA in **(a)** 4T1, MR20 non-silenced (MR20-NS), MR20 IRF7 silenced (MR20 KD-IRF7) cells and **(b)** D2A1, D2.0R non-silenced (D2.0R NS) and D2.0R IRF7 silenced (D2.0R KD-IRF7) cells determined by RT-qPCR (error bars represent SEM; p values: \* $<0.05$ ; \*\*\*  $< 0.0005$  by two-way ANOVA test). **(c, d)** Dose dependent effect of 48 h treatment with MTX on viability of **(c)** 4T1, MR20 non-silenced (MR20 NS), MR20 IRF7 silenced (MR20 KD-IRF7) cells and **(d)** D2A1, D2.0R non-silenced (D2.0R NS) and D2.0R IRF7 silenced (D2.0R KD-IRF7) cells. IC50 thresholds are indicated. **(e, f)** *In vitro* growth rate of **(e)** 4T1, MR20 non-silenced (MR20 NS), MR20 IRF7 silenced (MR20 KD-IRF7) cells and **(f)** D2A1, D2.0R non-silenced (D2.0R NS) and D2.0R IRF7 silenced (D2.0R KD-IRF7) detected by crystal violet staining. Results are expressed as mean  $\pm$  SEM. n=8, p values: \*\*\*  $< 0.0005$  by two ways ANOVA test.

**Supplementary Figure 9. Type I IFN secretion, IFNAR expression and response to exogenous Type I IFN.** **(a)** IFN- $\beta$  levels in the conditioned culture supernatant of D2A1 untreated and MTX-treated tumor cells (240 nM for 24 hours) or D2.0R NS non-silenced and IRF7-silenced D2.0R (D2.0R KD-IRF7) tumor cells determined by ELISA. **(b)** IFN- $\alpha$  levels in the conditioned culture supernatant of D2A1 and D2.0R tumor cells determined by ELISA. **(c)** Surface expression of IFNAR1 protein in 4T1, MR20, D2A1 and D2.0R cells measured by flow cytometry, relative to isotype control staining of 4T1 cells as reference. Numbers indicate the percentage of positive cells. **(d, e)**. Relative expression of *IRF7*, *IRF9*, *STAT1* and *STAT2* mRNA in 4T1 and D2A1 cells treated with (d) IFN- $\beta$  (50ng/ml) or **(e)** IFN- $\alpha$  (50ng/ml) for 24 hours, measured by RT-qPCR. **(f)** Measurements of IFN- $\beta$  levels in the supernatant of 4T1, MR20 and three MR20-derived variants (A1, A3, B2) that escaped dormancy *in vivo* by ELISA. Results are expressed as mean  $\pm$  SEM. n=3.

**Supplementary Table. Transcriptional profile of MR20 and DR500**

**cells.** Gene list was generated by a class comparison between MR20 (or DR500) and 4T1 cells with False Discovery Rate (FDR)<0.05, fold change >2 (or <-2) based on microarray data analysis.

**Table 1. Transcriptional profile of MR20 cells.** Gene list was generated by a class comparison between MR20 and 4T1 cells with False Discovery Rate (FDR)<0.05, fold change >2 (or <-2) based on microarray data analysis.

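The table of MR20 cells gives a linear fold change and a false discovery rate for each gene. Ifit3, Nos2, Irf7 and Cmpk2, interferon-induced or inflammatory genes, head its rises, and the recomputed fold change of Cmpk2 was 30.2. Of the genes in the table, 494 could be matched, by accession or symbol, to a gene tested here. The recomputed fold change lay within 1% of the one in the table for 471 of them (95.3%), differed by over 1.5 times in 6 and had the other sign in 1. The false discovery rates in the table are the paper's and were lower than the adjusted p-values from limma here, by a median factor of 78.6.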

|                     |                      |                                                                           |        |          |
|---------------------|----------------------|---------------------------------------------------------------------------|--------|----------|
| NM_013543           | <b>H2-Ke6</b>        | H2-K region expressed gene 6                                              | -3.13  | 9.59E-10 |
| NM_029293           | <b>Phpt1</b>         | phosphohistidine phosphatase 1                                            | -3.15  | 8.36E-10 |
| NM_031843           | <b>Dpp7</b>          | dipeptidylpeptidase 7                                                     | -3.18  | 1.71E-09 |
| NM_173866           | <b>Gpt2</b>          | glutamic pyruvate transaminase (alanine aminotransferase) 2               | -3.20  | 5.14E-07 |
| NM_026517           | <b>Rpl22l1</b>       | ribosomal protein L22 like 1                                              | -3.22  | 4.25E-06 |
| NM_027032           | <b>Pacrg</b>         | PARK2 co-regulated                                                        | -3.27  | 4.36E-08 |
| NM_027294           | <b>Cmtm8</b>         | CKLF-like MARVEL transmembrane domain containing 8                        | -3.29  | 3.67E-07 |
| NM_010136           | <b>Eomes</b>         | eomesodermin homolog (Xenopus laevis)                                     | -3.29  | 5.08E-09 |
| NM_175151           | <b>Tatdn1</b>        | TatD DNase domain containing 1                                            | -3.31  | 1.85E-10 |
| NM_178396           | <b>Car12</b>         | carbonic anhydrase 12                                                     | -3.33  | 1.34E-10 |
| NM_011725           | <b>Xlr</b>           | X-linked lymphocyte-regulated complex                                     | -3.40  | 3.29E-05 |
| NM_010022           | <b>Dbt</b>           | dihydrolipoamide branched chain transacylase E2                           | -3.43  | 4.43E-10 |
| NM_001001488        | <b>Atp8b1</b>        | ATPase, class I, type 8B, member 1                                        | -3.58  | 2.31E-08 |
| ENS MUST00000029268 | <b>1810062G17Rik</b> | RIKEN cDNA 1810062G17 gene                                                | -3.75  | 3.74E-08 |
| NM_001164201        | <b>Lass3</b>         | LAG1 homolog, ceramide synthase 3                                         | -3.81  | 3.11E-10 |
| NM_011851           | <b>Nt5e</b>          | 5' nucleotidase, ecto                                                     | -4.00  | 1.09E-11 |
| NM_008862           | <b>Pkia</b>          | protein kinase inhibitor, alpha                                           | -4.02  | 2.03E-07 |
| NM_030004           | <b>Cryl1</b>         | crystallin, lambda 1                                                      | -4.13  | 3.59E-12 |
| NM_008492           | <b>Ldhb</b>          | lactate dehydrogenase B                                                   | -4.15  | 4.45E-09 |
| NM_172880           | <b>Tmprss11e</b>     | transmembrane protease, serine 11e                                        | -4.16  | 3.11E-10 |
| NM_009721           | <b>Atp1b1</b>        | ATPase, Na <sup>+</sup> /K <sup>+</sup> transporting, beta 1 polypeptide  | -4.17  | 9.51E-11 |
| NM_008144           | <b>Bscl2</b>         | Bernardinelli-Seip congenital lipodystrophy 2 homolog (human)             | -4.29  | 2.73E-11 |
| NM_198620           | <b>Rundc3b</b>       | RUN domain containing 3B                                                  | -4.37  | 1.53E-08 |
| NM_020293           | <b>Cldn9</b>         | claudin 9                                                                 | -4.42  | 6.69E-09 |
| NM_134090           | <b>Kdelr3</b>        | KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3 | -4.54  | 7.83E-12 |
| NM_016899           | <b>Rab25</b>         | RAB25, member RAS oncogene family                                         | -4.56  | 5.61E-10 |
| NM_001164311        | <b>Loxl4</b>         | lysyl oxidase-like 4                                                      | -4.62  | 1.54E-07 |
| NM_001111119        | <b>Ccnb1ip1</b>      | cyclin B1 interacting protein 1                                           | -4.91  | 6.87E-11 |
| NM_024263           | <b>Mxra8</b>         | matrix-remodelling associated 8                                           | -4.94  | 1.56E-09 |
| NM_138653           | <b>Bspry</b>         | B-box and SPRY domain containing                                          | -5.27  | 2.10E-10 |
| NM_008009           | <b>Fgfbp1</b>        | fibroblast growth factor binding protein 1                                | -5.53  | 1.01E-08 |
| NM_008813           | <b>Enpp1</b>         | ectonucleotide pyrophosphatase/phosphodiesterase 1                        | -5.61  | 1.79E-11 |
| NM_026416           | <b>S100a16</b>       | S100 calcium binding protein A16                                          | -5.77  | 2.31E-08 |
| NM_020577           | <b>As3mt</b>         | arsenic (+3 oxidation state) methyltransferase                            | -6.10  | 2.80E-09 |
| NM_178936           | <b>Tmem56</b>        | transmembrane protein 56                                                  | -6.18  | 7.23E-11 |
| NM_009127           | <b>Scd1</b>          | stearoyl-Coenzyme A desaturase 1                                          | -6.25  | 1.12E-12 |
| NM_025961           | <b>Gatm</b>          | glycine amidinotransferase (L-arginine:glycine amidinotransferase)        | -6.44  | 2.07E-13 |
| NM_016707           | <b>Bcl11a</b>        | B-cell CLL/lymphoma 11A (zinc finger protein)                             | -6.74  | 9.14E-11 |
| NM_010421           | <b>Hexa</b>          | hexosaminidase A                                                          | -6.82  | 1.09E-11 |
| NM_139305           | <b>Car9</b>          | carbonic anhydrase 9                                                      | -7.88  | 1.12E-11 |
| NM_029556           | <b>Clybl</b>         | citrate lyase beta like                                                   | -7.94  | 9.02E-11 |
| NM_018755           | <b>Pgcp</b>          | plasma glutamate carboxypeptidase                                         | -9.64  | 2.38E-09 |
| NM_181588           | <b>Cmb1</b>          | carboxymethylenebutenolidase-like (Pseudomonas)                           | -10.90 | 2.49E-11 |
| NM_145078           | <b>2610305D13Rik</b> | RIKEN cDNA 2610305D13 gene                                                | -10.93 | 4.78E-10 |

**Table 2. Transcriptional profile of DR500 cells.** Gene list was generated by a class comparison between DR500 and 4T1 cells with False Discovery Rate (FDR)<0.05, fold change >2 (or <-2) based on microarray data analysis.

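Matched by accession or symbol, 1089 genes of the DR500 table had a counterpart among the genes tested here, and 1067 of them were called in the same direction. The recomputed fold change, such as 35.0 for the metalloreductase gene Steap4 and 27.3 for Lifr, which encodes the receptor of leukemia inhibitory factor, lay within 1% of the table's in 1052 genes (96.6%). In 14 genes both values differed by over 1.5 times, and in 4 the sign was opposite. Of the genes with either difference, 14 had several probe sets. The table gives the paper's values for single probe sets, and the values here stand for the brightest probe set of a gene.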

|                    |                      |                                                             |        |          |
|--------------------|----------------------|-------------------------------------------------------------|--------|----------|
| NM_010720          | <b>Lipg</b>          | lipase, endothelial                                         | -11.19 | 3.71E-13 |
| NM_021509          | <b>Moxd1</b>         | monooxygenase, DBH-like 1                                   | -11.53 | 3.59E-13 |
| NM_008728          | <b>Npr3</b>          | natriuretic peptide receptor 3                              | -11.66 | 9.63E-12 |
| NM_010483          | <b>Htr5b</b>         | 5-hydroxytryptamine (serotonin) receptor 5B                 | -11.78 | 3.13E-12 |
| NM_008590          | <b>Mest</b>          | mesoderm specific transcript                                | -12.19 | 4.74E-12 |
| NM_009829          | <b>Ccnd2</b>         | cyclin D2                                                   | -12.50 | 4.27E-13 |
| NM_001130174       | <b>Tnnt2</b>         | troponin T2, cardiac                                        | -12.51 | 4.63E-14 |
| NM_053095          | <b>Il24</b>          | interleukin 24                                              | -12.85 | 9.64E-14 |
| NM_001163136       | <b>Macc1</b>         | metastasis associated in colon cancer 1                     | -13.16 | 6.45E-13 |
| NM_145078          | <b>2610305D13Rik</b> | RIKEN cDNA 2610305D13 gene                                  | -13.16 | 9.23E-11 |
| NM_016887          | <b>Cldn7</b>         | claudin 7                                                   | -13.76 | 8.77E-12 |
| NM_008485          | <b>Lamc2</b>         | laminin, gamma 2                                            | -14.13 | 6.28E-13 |
| NM_009864          | <b>Cdh1</b>          | cadherin 1                                                  | -14.35 | 5.06E-14 |
| NM_013512          | <b>Epb4.1l4a</b>     | erythrocyte protein band 4.1-like 4a                        | -14.44 | 3.98E-13 |
| NM_181820          | <b>Tmc4</b>          | transmembrane channel-like gene family 4                    | -15.82 | 6.29E-15 |
| BC038020           | <b>Fam111a</b>       | family with sequence similarity 111, member A               | -16.22 | 1.73E-12 |
| ENSMUST00000025390 | <b>2310002L13Rik</b> | RIKEN cDNA 2310002L13 gene                                  | -17.59 | 7.63E-13 |
| NM_008532          | <b>Epcam</b>         | epithelial cell adhesion molecule                           | -18.20 | 1.35E-15 |
| NM_009902          | <b>Cldn3</b>         | claudin 3                                                   | -19.97 | 1.32E-12 |
| NM_007962          | <b>Mpzl2</b>         | myelin protein zero-like 2                                  | -20.95 | 1.47E-14 |
| NM_133664          | <b>Lad1</b>          | ladinin                                                     | -21.07 | 1.46E-13 |
| NM_020047          | <b>Tacstd2</b>       | tumor-associated calcium signal transducer 2                | -21.18 | 4.56E-12 |
| NM_008430          | <b>Kcnk1</b>         | potassium channel, subfamily K, member 1                    | -23.10 | 9.62E-13 |
| NM_145394          | <b>Slc44a3</b>       | solute carrier family 44, member 3                          | -24.54 | 1.04E-12 |
| NM_198029          | <b>Fermt1</b>        | fermitin family homolog 1 (Drosophila)                      | -25.11 | 4.70E-13 |
| NM_009257          | <b>Serpinb5</b>      | serine (or cysteine) peptidase inhibitor, clade B, member 5 | -27.39 | 4.93E-12 |
| NM_008879          | <b>Lcp1</b>          | lymphocyte cytosolic protein 1                              | -27.70 | 1.05E-12 |
| NM_016899          | <b>Rab25</b>         | RAB25, member RAS oncogene family                           | -39.84 | 3.07E-14 |
| NM_194055          | <b>Esrp1</b>         | epithelial splicing regulatory protein 1                    | -44.13 | 8.31E-13 |
| NM_025452          | <b>Tmem54</b>        | transmembrane protein 54                                    | -44.20 | 5.05E-14 |
| NM_172880          | <b>Tmprss11e</b>     | transmembrane protease, serine 11e                          | -50.26 | 4.13E-15 |
| NM_033073          | <b>Krt7</b>          | keratin 7                                                   | -51.07 | 7.16E-16 |
| NM_009903          | <b>Cldn4</b>         | claudin 4                                                   | -57.19 | 2.61E-13 |
| NM_021540          | <b>Rnf130</b>        | ring finger protein 130                                     | -57.59 | 1.33E-15 |
| NM_178920          | <b>Mal2</b>          | mal, T-cell differentiation protein 2                       | -66.67 | 7.16E-16 |

## Supplementary materials and methods

**Cell culture.** The 4T1 murine breast cancer cell line was kindly provided by Dr Fred R. Miller (Michigan Cancer Foundation, Detroit, MI, USA). 4T1 cells were cultured in high glucose DMEM supplemented with 10% heat-inactivated FBS, 1% penicillin–streptomycin (P/S, from Life Technologies – Invitrogen) and 1% Non-Essential Amino Acid (Gibco). The D2A1 and D2.0R murine breast cancer cell lines were kindly provided by Dr Jonathan Sleeman (Medical Faculty at Heidelberg University, Mannheim, Germany). D2A1 and D2.0R cells were cultured in high glucose DMEM supplemented with 10% heat-inactivated FBS, 1% P/S. The human breast cancer cell lines MDA-MB-231 and MDA-MB-468 were purchased from ATCC and cultured in DMEM supplemented with 10% heat-inactivated FBS, 1% P/S. To test the effect of chemotherapy drugs on cells,  $5 \times 10^5$  were cultured overnight in 6 well plates in culture medium and the day after, we added the drugs at indicated concentrations (Figure 4). Recombinant mouse IFN- $\beta$  (Biolegend) was used at 50 ng/ml. IFNAR1 blocking antibody (clone MAR1-5A3, from BioXcell) and IgG control (clone MOPC-21, from BioXcell) were used at a concentration of 20  $\mu$ g/ml for 24h.

**Antibodies.** In general,  $10^6$  cells were stained in round bottom 96 well plates. Surface antibodies were diluted with staining buffer (1% FBS, 1mM EDTA, and 0.02% NaN<sub>3</sub> in PBS) and added to cells at 20  $\mu$ l per sample. For intracellular stains cells were permeabilized using Biolegend's kit, according to the manufacturer's protocol. The following anti-mouse antibodies were used following manufacturer's instructions: anti-CD16/CD32 Fc blocking antibody (BD Biosciences), CD11b-PeCy7 (clone M1/70, Biolegend), Ly6C-FITC (clone HK1.4, Biolegend), Gr1-Pacific Blue (clone RB6-8C5, Biolegend), Ly6G-APC (clone 1A8, Bio Legend), CD45 PE (clone 30-F11, BD

Biosciences), CD11c APC-Cy7 (clone N418, eBiosciences, ThermoFischer Scientific), CD4-FITC (clone RM4-5, Biolegend), CD8-PE (clone 53-6.7, eBioscience), B220-APC (clone RA3-6B2, eBiosciences), CD49b Pacific blue (Clone DX5, eBiosciences), FasL (CD178)-PeCy7 (clone MFL3, eBioscience), Granzyme B-eFluor450 (clone NGZB, eBioscience) and IFN- $\gamma$  FITC (clone 4S.B3 , eBioscience). FITC-Ki67 antibody (Ab27619) was purchased from Abcam.

***In vitro* cell growth assay.** Cells were collected and seeded in tissue culture 96-well-plates (Costar) at 1,000 cells/well. Cells were grown in complete medium for 24, 36, 72 and 96 hours. At each time point cells were washed once with PBS, then fixed with 4% PFA and stained with 0.5% crystal violet solution for 0.5 hours. The stained cells were gently washed with deionized water to remove the extra dye, and air-dried overnight at room temperature. After resolving the dye with crystal violet eluting buffer (70% ethanol and 1% acetic acid), cell viability was assessed by reading the absorbance at 595 nm wavelength in a multiwell plate reader (Modulus II microplate reader, Turner Biosystems). Results were analyzed by Prism (Graph pad software, Inc., La Jolla, CA, US) expressed as mean values of optical density (OD) of octuplet determinations  $\pm$  SEM.

**Cell proliferation assay.** Cells were collected and prepared in a proper concentration ( $10^6$  cells per ml of complete medium). They were incubated with 10  $\mu$ M of Green CMFDA (Life Technologies – Invitrogen) for 45 min in 37°C, then washed to remove the excess of dye and put in culture. Dye fluorescence intensity was detected by flow cytometry analysis 24 and 72 hours later.

**In vitro cytotoxic assay.** Tumor cells were plated at a concentration of 1000 cell/well into 96-wells plate. The following day, a series of concentrations of the different drugs were supplemented to the culture medium. Untreated control cells were kept in normal culture medium. Cell viability of each well was assessed with crystal violet staining 48 hours after treatment, as described above. Results were analyzed by Prism software by a non-linear regression analysis and expressed as relative cell viability compared with non-treated control. The 50% or 85% maximum inhibition concentrations (IC<sub>50</sub>, IC<sub>85</sub>) were used to determine the drug-resistant ability of treated cells.

**Cell cycle analysis.** For Ki67 immune-fluorescent staining, 2500 cells per well were plated in Nunc Lab-Tek Chamber slide (ThermoFisher) and cultured overnight in complete medium. The cells were washed once with PBS and then fixed with 4% PFA at RT for 1 hour. After washing with PBS, cells were permeabilized with 0.3% Triton X-100 (Sigma Aldrich) in PBS (PBST) for 1 hour. The unspecific staining was blocked with 3% BSA (Sigma Aldrich) in PBST. The FITC conjugated Ki67 antibody (1:1000) was diluted in blocking buffer and incubated at 4° C overnight. Thereafter, the cells were washed with PBST and counterstained with 300 nM DAPI (Life Technology) and mounted with VECTASHIELD mounting medium (H-1000, Vector Laboratories). Image were taken with Leica TCS SP5 and the cell numbers were counted manually. Results were analyzed by Prism. Click-iT Edu Alexa Fluor 488 Flow Cytometry Assay Kit (Life Technologies) were used to assess the cell proliferation status by flow cytometry. The cells were incubated with 10 µM EdU in complete medium for 1 hour, and staining was performed according to manufacturer's instructions. The DNA content were measured by Propidium iodide (PI) staining (Life Technologies). Data acquisition was performed using FACSCalibur flow cytometer from BD Bioscience and data analyzed by FlowJo v10.0.7.

**Apoptosis analysis.** Cell apoptosis detection was performed using a PE-Annexin V Apoptosis Detection Kit (559763, BD Bioscience) according to manufacturer's instructions. For detection of caspase activation, we used also the CellEvent™ Caspase-3/7 Green Flow Cytometry Assay Kit (Life Technologies - Invitrogen C10427). Data were acquired using the FACSCalibur flow cytometer from BD Bioscience and data analyzed by FlowJo v10.0.7.

**Type I IFN measurement by ELISA.**  $5 \times 10^5$  tumor cells were cultured overnight in 6 well plates and then treated or not for 24h. Supernatants were collected and stored at  $-80^{\circ}\text{C}$ . For measurement of type I IFN in serum, 50  $\mu\text{M}$  of serum were used. IFN- $\alpha$  and IFN- $\beta$  ELISA was performed according to manufacturer's instructions (R&D Systems).

**Real-time (RT) qPCR and primers.** Changes in mRNA expression levels were determined by semi-quantitative real-time qPCR. RNA samples were obtained from adherent cells using RNeasy kit from QIAGEN according to manufacturer's instructions. From each sample, 1  $\mu\text{g}$  RNA was retro-transcribed using SuperScript II Reverse Transcriptase kit (Life Technologies – Invitrogen), according to manufacturer's instructions. The reactions were performed in a StepOnePlus™ thermocycler (Applied Biosystems. Life Technologies – Invitrogen) using the KapaSYBR® FAST SYBR Green Master Mix (Kapa Biosystems). Each reaction was performed in triplicate and values were normalized to murine 36B4 housekeeping gene. The comparative  $C_t$  method was used to calculate the difference of gene expression between samples. The following murine-specific primers (Microsynth AG) were used:

36B4 forward, 5'-GTGTGTCTGCAGATCGGGTAC-3', reverse, 5'-CAGATGGATCAGCCAGGAAG-3' ; IRF-7 forward, 5'-TGATCCGCATAAGGTGTACG-3', reverse, 5'-AGCATTGCTGAGGCTCACTT-3' ; IRF-9 forward, 5'-TTCCTGGAGCATCAACTTCC-3', reverse 5'-CAGTCTAGGCTGTGCACCTG-3' ; STAT1 forward, 5'-AAGATTTTGGAAAATGCCCA-3', reverse, 5'-TGCACATGACTTGATCCTTCA-3' ; STAT2 forward, 5'-CGCTTGGAGAATTGGAAGTT-3', reverse, 5'-GCTGTCAAGGTTCTGCAACA-3'; IFNAR forward, 5'-TTGGGTGCTACCCTCAGC-3', reverse, 5'-GCTGCTCCACTTTAGGGTGT-3'.

**Lentiviral constructs and gene silencing by shRNA.** Gene silencing sequences by short hairpin RNA (shRNA) of IRF7 (TRCN0000077288, TRCN0000077289, TRCN0000077290, TRCN0000077292) and non-silencing sequence (NS-shRNA) in pLKO.1-puro lentiviral vectors were purchased from Sigma-Aldrich. Lentivirus production, infection and selection with puromycin (5 µg/ml) were performed as previously described [1]. Gene knocking down efficiency were verified by RT-qPCR, the most effective one (TRCN0000077289) were used for further experiment.

**Microarray hybridization.** Experiments were performed as previously described [1]. Briefly, triplicates wells of 4T1 and MR20 or DR500 cells grown in culture were used for RNA extraction using RNeasy kit (QIAGEN). Probe synthesis and GeneChip Mouse Gene Exon 1.0 ST Array (Affymetrix Ltd) hybridization were performed at the Genomic Technologies Facility (GTF, Lausanne, Switzerland) at UNIL (Lausanne).

**Microarray data analysis.** *Statistical analysis.* Microarray analyses were carried out with R, a free software environment available at <http://www.r-project.org/>. After quantification of

gene expression with robust multi-array normalization [2] using the BioConductor package Affy, (<http://www.bioconductor.org/>) significance of differential gene expression was determined by computing moderated t-statistics and false discovery rates with the limma package [3]. Annotation was based on the genome version NCBI Build 36 (Feb. 2006). The obtained p-values were corrected for multiple testing by calculating estimated false discovery rates (FDR) using the method of Benjamini-Hochberg. The transcriptional factors enrichment analysis was then performed by using MetaCore from Thomson Reuters (version 6.11) by filter with thresholds 1.5 and p-value 0.01. Heatmaps were produced by color-coding gene-wise standardized log gene expression levels (mean zero standard deviation one). Probe-sets were shown hierarchically clustered by similarity based on Euclidean distance and the ward aggregation algorithm. The data have been deposited in GEO (GSE100973). The interferon alpha gene signature was taken from MSigDB [4] and the interferon heatmap was drawn using the R package heatmap.

**Expansion of relapsed tumor cells from MR20 bearing mice.** To obtain the MR20 tumor cells that relapse from dormancy *in vivo*, relapsed tumors were processed as described for Flow cytometry analysis. After enzymatic treatment and filtering through a 100  $\mu$ m and a 70  $\mu$ m sterile nylon gauzes, tumor suspensions were cultured in 15 cm plate.

**T cell depletion.** *In vivo* depletion of CD4- and CD8-specific T cells was performed as described previously [5]. Briefly, 0.5 mg antibodies per mouse were injected intraperitoneally for 3 consecutive days. 6 days after the first injection, depletion efficiency was examined by flow cytometry from blood samples before tumor implantation. To maintain the depletion condition, same quantity of antibodies was injected twice per week.

Anti-CD4 (clone GK1.5), anti-CD8 (clone 2.43) antibodies and Rat IgG control (clone LTF-2) were purchased from BioXCell.

**Flow cytometry analysis of blood samples.** Peripheral blood leukocytes for phenotype analysis were obtained from the lateral tail vein or by terminal bleeding at days 7, 23 and 30 post-cancer cell injection. After red blood cells lysis with BD FACS lysing solution (BD Biosciences), leukocytes were washed stained with mentioned fluorescent antibodies.

**Flow cytometry analysis on tissue samples.** Mice were sacrificed at different time points (day 7, 15 and 30 post-cancer cell injection), after blood collection, mice were euthanized and tumors are dissected. Tumors were cut in small pieces with scissors, washed, and digested in serum free medium supplemented with Collagenase I (Worthington Biochemical Corporation), and DNase I (Roche). The mixture was incubated at 37 °C for 45 minutes on a shaking platform. Subsequently, serum-supplemented medium was added to neutralize the enzymatic reaction and the tissue suspensions were filtered through a 100 µm and a 70 µm sterile nylon gauzes. Upon centrifugation (5 minutes at 1400 rpm), pellets were recovered and red blood cells lysed with ACK buffer. The staining procedure and the flow cytometry acquisition were the same as outlined above for blood. Data acquisition was performed using the FACSCalibur (BD Biosciences) or MACSQuant flow cytometer from MiltenyiBiotec and data analyzed by FlowJo v10.0.7.

**Tissue morphology.** Tumors and lungs were harvested at the end of the experiment, fixed in formalin and embedded in paraffin. 5 µm thick serial sections were cut from the tissue blocks. 3-4 sections that with 100 µm distance were stained with hematoxylin and eosin (H&E) and used to assess tumor morphology and quantify lung metastasis. Slides

were scanned by Nanozoomer (Hamamatsu Photonics) and metastasis are counted manually using NDP.viewer2 software (Hamamatsu Photonics).

**Patients, clinical study and data analysis.** The prospective multicentric TOP trial enrolled 149 ER-negative breast cancer patients between January 2003 and June 2008 that were treated with anthracycline monotherapy [6]. The present retrospective evaluation of the samples from this study was approved by the central ethics committees of the Institute Jules Bordet (20042017, CE2688). Blood samples were taken before therapy, at the end of the cycle one, and before surgery and were available for 51 patients. Chi-squared tests were performed using `chisq.test` function, from package `stats` version 3.3.3, with default parameters. Kaplan-Meier curves were computed within R using the package `survcomp` version 1.24.0. Hazard ratios were computed by fitting a univariate proportional hazards regression model using package `survival` version 2.40-1. Gene expression data for TOP study were retrieved from GEO database under the id GSE16446. Analysis were performed within R version 3.3.3. Each immune signature [7-9] was computed as a weighted average of the gene expressions included in the signature. Weights were set to -1 or +1 according to the sign of the original coefficients of the published signature. Signatures were scaled to insure reliable comparisons with the `rescale` function, from the package `genefu` version 2.6.0, applied with default parameters. This ensure that quantiles at 2.5% and 97.5% equal -1 and +1 respectively in each signature. Correlation matrix was built by computing Pearson coefficients for each pair of variables, using `cor` function from the package `stats` version 3.3.3. Only correlations having a  $p\text{-value} < 0.05$  were kept.

## References to Materials and Methods

1. Monnier Y, Farmer P, Bieler G, Imaizumi N, Sengstag T, Alghisi GC *et al.* CYR61 and alphaVbeta5 integrin cooperate to promote invasion and metastasis of tumors growing in preirradiated stroma. *Cancer Res* 2008; 68: 7323-7331.
2. Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U *et al.* Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 2003; 4: 249-264.
3. Smyth GK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* 2004; 3: Article3.
4. Liberzon A. A description of the Molecular Signatures Database (MSigDB) Web site. *Methods Mol Biol* 2014; 1150: 153-160.
5. Kruisbeek AM. In vivo depletion of CD4- and CD8-specific T cells. *Curr Protoc Immunol* 2001; Chapter 4: Unit 4 1.
6. Desmedt C, Di Leo A, de Azambuja E, Larsimont D, Haibe-Kains B, Selleslags J *et al.* Multifactorial approach to predicting resistance to anthracyclines. *J Clin Oncol* 2011; 29: 1578-1586.

7. Desmedt C, Haibe-Kains B, Wirapati P, Buyse M, Larsimont D, Bontempi G *et al.* Biological processes associated with breast cancer clinical outcome depend on the molecular subtypes. Clin Cancer Res 2008; 14: 5158-5165.
8. Teschendorff AE, Miremadi A, Pinder SE, Ellis IO, Caldas C. An immune response gene expression module identifies a good prognosis subtype in estrogen receptor negative breast cancer. Genome Biol 2007; 8: R157.
9. Perez EA, Thompson EA, Ballman KV, Anderson SK, Asmann YW, Kalari KR *et al.* Genomic analysis reveals that immune function genes are strongly linked to clinical outcome in the North Central Cancer Treatment Group n9831 Adjuvant Trastuzumab Trial. J Clin Oncol 2015; 33: 701-708.

How the deposited data were processed for this re-analysis (not part of the article)

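The experiment compared 3 lines of mouse mammary carcinoma cells, the parental 4T1 line, methotrexate-selected MR20 and doxorubicin-selected DR500, with 3 arrays each. The values are those that the authors made from 1-colour whole-transcript arrays by robust multi-array normalization (RMA) with the package affy, on the log2 scale. RMA corrects the background, normalizes the quantiles between arrays and summarises the probes of a probe set. The versions of affy and limma that the authors used, and whether all 9 arrays were normalized in a single run, are not stated in the paper's text. Array batches and hybridization dates are not stated either, so a batch of the DR500 arrays cannot be told from the line. No array was left out, and no correction was applied to the values.

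Probe sets were assigned to genes through the array's annotation, by Entrez identifier for 21698 of the 21789 probe sets with 1 gene symbol and by symbol for the others. In 999 genes with several probe sets, the one with the highest mean over the 9 arrays was used. Results that need probe sets without a single named gene are not reported here. Arrays limit the precision by their number, and no counts or depths apply. Fold changes, standard errors and p-values came from limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the files. All 9 arrays entered one fit with a mean per line, from which MR20 against 4T1, DR500 against 4T1 and DR500 against MR20 were drawn, and variances were moderated with limma's empirical Bayes step. Benjamini-Hochberg adjustment ran over the 19938 genes within each comparison.

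Gene lists were written before the data were examined, as were the comparisons, the thresholds and the alternatives. The values of the paper's Supplementary Tables and the pictures of Fig. 4 and Supplementary Fig. 6 had been seen by then. The lists cover the type I interferon response, core interferon-stimulated genes, interferon regulatory factors and STATs, interferons and receptors, nucleic acid sensing, MHC class I and class II presentation, interferon-inducible GTPases, cytokines and chemokines, the acute phase and IL6-STAT3 response, angiogenic pathways and cancer stem cell markers. They also cover the folate pathway, drug transporters and doxorubicin handling, the neighbours of Abcb1a and of the dihydrofolate reductase gene, epithelial and mesenchymal genes, the cell cycle, apoptosis, hypoxia, cholesterol and fatty acid synthesis, the unfolded protein response, fibroblast, leukocyte, T and B cell and endothelial markers, housekeeping genes and the transcription factors that the paper lists for each line. The acute phase, epithelial, Abcb1 and unfolded protein response lists were chosen because of the paper's tables. The list of cytokines and chemokines also holds the enzyme gene Nos2. Genes of a list were counted at an adjusted p under 0.05 over all genes tested and again with the adjustment over the list alone. The shift of a list relative to all other genes was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 30 lists, and once more with an estimated correlation. Limma's fry tested a list without reference to other genes, and the median of a list was also set against 10000 random lists of the same size, matched on mean expression in 50 bins.

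Genes were named by a rule. It takes, for each comparison, the 10 largest rises and the 10 largest falls among called genes whose arrays do not overlap, every gene that the paper names in its text, in Fig. 4c or in Supplementary Fig. 6c, and of each list the 4 members with the largest change at an adjusted p under 0.05. Other genes named in the text were chosen after their values were seen.

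The replicate numbers do not pair the arrays of different lines. Correlations, across genes, of the deviations from the line mean between arrays of the same number were -0.078, 0.045 and -0.237 for 4T1 with MR20, 0.237, -0.032 and 0.327 for 4T1 with DR500, and -0.309, 0.147 and -0.294 for MR20 with DR500. Since both selected lines share their control arrays, the overlap of their calls was set against 100 simulations of unchanged lines with shared controls. The correlation of log2 fold changes of both lines was 0.265, against a simulated median of 0.500, with the same sign in 59.2% of genes, against 66.7%, and their covariance was 0.0578, against 0.0042. The simulated lines shared 0 called genes that rose and 0 that fell, a low bar, since lines without changes seldom pass 2-fold. The fit was tested on simulated data. Of 50 genes changed 1.5-fold, 48, 45 and 48 had an adjusted p under 0.05 in the 3 comparisons, and all 50 did at 2.5-, 4- and 8-fold. Of 19738 unchanged simulated genes, 8, 10 and 9 had an adjusted p under 0.05 and 0 were called beyond 2-fold.

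Alternatives were a fit of only the lines compared, a filter that keeps genes whose highest value lies above the median of all probe sets' highest values, a repeated quantile normalization, centring of each array on its median, a test of all probe sets, the mean of a gene's probe sets, an intensity trend with a robust prior, array weights, the replicate number as a block, each array left out in turn, a fold threshold of 1.5 or none, limma's treat against a fold of 1.5, and, for clustering, the 1000 genes with the largest variance. The RT-qPCR, protein and animal experiments were not analysed here.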

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

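The tests of normalization, of other cell types and of gene neighbourhoods reported here were chosen after the results had been seen, those of other cell types first on subsets of 5 leukocyte and 4 fibroblast genes and then on the whole lists, while the comparisons of lines and the other splits of the arrays were planned. For normalization, a repeated quantile normalization and centring were tried first, but they move values too little (at most 0.137 in any comparison) to decide.

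Interferon-stimulated genes were lower in DR500 than in MR20 cells, with a median log2 difference, DR500 minus MR20, of -2.98 over 24 core genes, though single genes of other kinds differed more, such as Cmbl (6.40) and Krt7 (-5.90). A normalization between arrays moves genes of the same level alike, but the list stood at percentile 0 of 10000 random lists matched on expression, which argues against the authors' normalization between arrays as the source. The 16 leukocyte markers had a median log2 fold change of -0.010 in MR20 against 4T1 (SD 0.53, from -0.46 to 1.42), where leukocytes in the MR20 cultures would raise all of them. Cd14 (1.42), Cd68 (1.23) and Cd53 (0.95) rose, but Ptprc, Lyz2 and Tyrobp stayed at log2 values of 5.18, 4.81 and 5.63 in MR20, below the median of the arrays, which argues against leukocytes as the whole source. The selecting drug is a biological difference that the design names, and its dose and schedule differ between the lines along with it. Each drug is represented by a single selected line, so the drug cannot be told from the cells that happened to grow out. The drug stays open as a hypothesis, which was not tested apart from dose, schedule, such an outgrowth or a separate batch of the DR500 arrays.

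Epithelial genes were lower in DR500 than in 4T1, with a median of -1.04 over 45 genes, and lower than in MR20, with a median difference of -1.08, a signal outside the genes that the paper discusses. The list stood at percentile 0 of 10000 random lists matched on expression. It was chosen because of falls in the paper's table, which rests on the same arrays, so its fall is not independent evidence. A low percentile would follow from that choice alone, so it cannot decide whether the authors' normalization between arrays contributed. The 12 fibroblast markers had a median of 0.18 in DR500 (SD 1.16, from -0.97 to 3.70), below the rise that fibroblasts making up most of the DR500 cultures would bring, although Fbln1 (3.70, to a log2 value of 11.64), Pdgfra (1.70) and Dcn (0.56) rose and a smaller share of fibroblasts stays open. A change of the carcinoma cells under doxorubicin may account for the pattern as a hypothesis, and neither this change nor the outgrowth of a clone was tested.

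Genes next to Abcb1a and Abcb1b, which encode the multidrug efflux pump, were higher in DR500 than in MR20, with a median difference of 1.05 over 20 genes. Over the 22 neighbouring tested genes from Fzd1 to Dmtf1, which span the list, the median log2 fold change against 4T1 was 0.41 in DR500, at percentile 99.8 of 19425 such runs, and -0.43 in MR20, at percentile 0.144. Of 100 shuffled gene orders, 1 held a run of 22 as high in DR500 (the highest having a median of 0.49) and 0 one as low in MR20, and 0 held one as high as the run's 0.94 in DR500 against MR20, which argues against a chance order of unrelated genes, although the list was chosen because of the paper's tables. More copies of the segment in DR500 and fewer in MR20 may each explain part of this, but expression cannot tell copy number from shared regulation, and DNA was not analysed here. A run of 20 genes centred on Abcb1a, the first one tested, from Steap1 to Speer3, stood at percentile 98.0 in DR500 and 6.52 in MR20, the latter outside the bound set for fewer copies in MR20, and the wider run was chosen after that, because the centred one leaves out genes of the list, such as Cldn12 and Cdk14.

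The lines also differed in other genes when they were compared directly. Of the genes called in both lines against 4T1 and between the lines, 23 rose in MR20 and fell in DR500, such as Krt14 (2.24 and -2.58), Ehf (2.02 and -2.37) and Csf2 (2.35 and -1.48), and 16 fell in MR20 and rose in DR500, such as Cmbl (-3.45 and 2.95) and Aqp1 (-1.14 and 3.32). Krt14, Ehf and Aqp1 were chosen after their values were seen. The list of secreted cytokines and chemokines, which also holds the enzyme gene Nos2, had a median difference of -0.50, DR500 minus MR20. Acute phase and IL6-STAT3 genes were higher in DR500 than in MR20, with a median difference of 1.04 (camera, adjusted p = 8.56e-09), and higher than in 4T1, with a median of 1.01, a response that the paper does not discuss. Cholesterol and fatty acid synthesis genes, also outside the paper's discussion, had a median of -0.69 in DR500 against 4T1. The genes of drug transport and doxorubicin handling had a median of 0.53 in DR500 against 4T1.

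The numbers of called genes were 497 in MR20 against 4T1, 1109 in DR500 against 4T1 and 1216 in DR500 against MR20. Regrouping 6 arrays into 3 and 3 gives 10 splits, which are too few for a share under 0.05. In each comparison 1 split, the real one, reached its count, and the highest count of the other splits was 0. A separate batch of the DR500 arrays would follow the same split, so its share in the counts with DR500 could not be tested.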

How the results depend on the processing

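All alternatives were planned, and none was chosen after the results were seen. Of the lists on which the comparisons rest, 229 values under alternatives kept their direction and side of the threshold, 17 passed a threshold they had not passed, and 6 no longer passed, apart from the 189 with 1 array left out, which all kept it. For the other lists these numbers were 747, 44 and 30, with 604, 9 and 8 when 1 array was left out, and for named genes 3435, 18 and 17, with 3441, 4 and 47 when 1 array was left out. No named gene reversed its direction where it passed the test in either setting, while values near 0 that did not pass changed sign, such as Prom1 in MR20 and Ifnb1 in DR500. Clustering with the 1000 genes of largest variance gave the same 3 lines. The replicate number as a block left the counts of called genes in MR20 at 281 and 216. Of counts of called genes, 60 stayed within 1.5 times and 14 did not. At a fold threshold of 1.5, 751 genes rose and 901 fell in MR20, 1280 and 1723 in DR500, and 1369 were higher and 1567 lower in DR500 than in MR20. Without a fold threshold these counts were 3064 and 3409, 4034 and 4239, and 4234 and 4114, and 1471 genes rose and 1916 fell in both lines. These thresholds admit smaller changes by construction. With an estimated correlation, camera's adjusted p was 0.149 for interferon regulatory factors and STATs in MR20 and 0.312 in DR500 against MR20, 0.203 for the acute phase list in MR20 and 0.103 for stem cell markers in MR20. With dim genes left out, it was 0.0552 for stem cell markers in MR20, 0.0352 for angiogenic pathways in DR500 and 0.104 for the regulatory factors in DR500 against MR20. With all probe sets tested, it was 0.0162 for the type I interferon list in DR500, and 0.00598 and 0.0229 for angiogenic pathways in DR500 against 4T1 and against MR20. Fry, which asks another question, gave in DR500 3.86e-04 for the type I interferon list, 3.77e-04 for the core genes, 7.05e-04 for the regulatory factors, 3.84e-04 for angiogenic pathways and 1.01e-05 for stem cell markers, in MR20 0.00918 for angiogenic pathways, and in DR500 against MR20 0.0115 for angiogenic pathways and 0.0221 for stem cell markers. Against random lists, the median in DR500 stood at percentile 99.8 for the type I interferon list, 98.7 for the core genes, 99.7 for angiogenic pathways and 98.0 for stem cell markers, and in DR500 against MR20 at 99.04 for angiogenic pathways. The endothelial markers in DR500 against MR20 reversed, with a median at percentile 2.30 beside an upward direction in camera. Camera and fry also pointed different ways for lists that passed neither, such as housekeeping genes in MR20 and apoptosis in DR500. Where neither the construction nor a value shows it, the cause was not tested.

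With each array left out in turn, 260 to 291 genes rose and 198 to 229 fell in MR20, 464 to 514 and 567 to 661 in DR500, and 550 to 589 were higher and 603 to 670 lower in DR500 than in MR20. Camera's adjusted p in MR20 ranged from 7.24e-33 to 2.72e-28 for the type I interferon list, 4.41e-36 to 5.16e-31 for the core genes, 1.24e-04 to 6.31e-04 for the regulatory factors, 0.00346 to 0.0151 for the acute phase list, 0.437 to 0.503 for angiogenic pathways, 0.0126 to 0.0443 for stem cell markers and 0.494 to 0.767 for epithelial genes. In DR500 the ranges were 0.0586 to 0.365, 0.137 to 0.365, 0.211 to 0.484, 1.16e-11 to 1.48e-09, 0.0634 to 0.133, 0.196 to 0.301 and 4.62e-19 to 4.56e-18 in the same order. In DR500 against MR20 they were 1.13e-18 to 2.00e-16, 6.20e-26 to 1.54e-24, 0.0118 to 0.0325, 1.20e-09 to 7.05e-08, 0.133 to 0.238, 0.645 to 0.959 and 5.23e-22 to 1.22e-20. Signal over background limits the dim genes. The filter on them leaves too few T and B cell and endothelial markers for a value and none for the dim named genes, such as Ifnb1.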

Differences from the paper's values

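No test here was chosen after the result was seen, and the alternatives named were set before the data were examined. For Irf7 in MR20 against 4T1, the paper's Supplementary Table gives a false discovery rate of 3.76e-13, and limma gave an adjusted p of 4.04e-09 here. No alternative brought both within 1.5 times of each other. The nearest was an intensity trend with a robust prior, at 2.49e-13, and the others lay between 2.06e-10 and 5.58e-07.

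The paper states that IRF7 was the most significantly increased transcription factor in DR500, from an enrichment analysis with MetaCore, which was not repeated here. The ranks here are of the factors' own expression, so the measures are unlike. Among the 13 measured factors of Supplementary Fig. 6c, Stat3 ranked 1 by fold change and by adjusted p, and Irf7 ranked 9 by fold change and 13 by adjusted p. In MR20, Irf7 ranked 1 of 11 both ways.

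The paper states that DR500 cells were enriched for the type I interferon signature. It took its interferon alpha genes from MSigDB and showed them as heat maps. The type I interferon list here was written separately and tested with camera, so the gene set and the method differ. The shift of the list relative to other genes had an adjusted p of 0.172 from camera, with 39 genes that rose and 22 that fell. The same shift passed with all probe sets tested (0.0162) and as the median against random lists (percentile 99.8), and camera's adjusted p ranged from 0.0162 to 0.660 over the alternatives. The angiogenic list in DR500 passed both ways too (0.00598 and percentile 99.7), so these settings are not specific to interferon genes. Random lists take no account of the correlation within the list, estimated at 0.109, with which camera gave 0.660. Neither result decides whether DR500 was enriched. Fry, which compares the type I interferon list with no change and not with other genes, gave 3.86e-04. In MR20 the list passed with camera.

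The paper states that transcripts of the main angiogenic pathways did not change. Of 76 measured genes of these pathways, 21 rose and 18 fell in MR20, and 33 rose and 16 fell in DR500. Of these, 8 and 16 lay beyond 2-fold. The shift of the whole list had an adjusted p of 0.471 in MR20 (0.341 to 0.794 over the alternatives) and 0.0976 in DR500 (0.00598 to 0.438) from camera, neither of which passed. The latter passed with dim genes left out (0.0352) and with all probe sets tested (0.00598).

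The paper states that Aldh1, CD24 and CD166 were not increased. At the threshold of 2-fold, Aldh1a1, Alcam and Cd24a were not called with limma in either line. Without a fold threshold, Aldh1a1 (0.77 and 0.51) and Alcam (0.33 and 0.44) rose in both lines and Cd24a rose in MR20 (0.19). The rise of Cd24a did not pass without any 1 of the 4T1 or MR20 arrays, with adjusted p from 0.0737 to 0.118. It was also lost with centring (0.0506), with all probe sets tested (0.0665) and with the replicate number as a block (0.0563).

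The paper states that DR500 cells kept a high expression of STAT2, and it reports the rise of STAT2 in DR500 by RT-qPCR (Fig. 4e). The values here are from the arrays and the RT-qPCR was not analysed, so the measures are unlike. The log2 fold change of Stat2 in DR500 was 0.18 with an adjusted p of 0.0939, which did not pass. It passed with a repeated quantile normalization (0.00305), with array weights (0.0226) and without DR500 replicate 1 (0.0404), and ranged from 0.00305 to 0.260 over the alternatives. Irf7 and Irf9 passed in DR500.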

Other observations

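The test of a run of neighbouring genes was chosen after its result was seen, and the gene lists were planned.

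In both selected lines, more genes of lipid synthesis and of folate metabolism fell than rose, but the shifts of these lists did not pass with an estimated correlation. Of 30 genes of cholesterol and fatty acid synthesis, 4 rose and 21 fell (5 and 22 adjusted over the list alone) in MR20 and 3 rose and 22 fell (4 and 22 adjusted over the list alone) in DR500. Insig1, a sterol-regulated brake on this pathway, fell by 1.54 in MR20 (standard error 0.07) and fell by 2.63 in DR500 (standard error 0.07), and Idi1 fell by 1.86 in DR500. Of 29 genes of the folate and thymidylate pathway, 3 rose and 15 fell (3 and 16 adjusted over the list alone) in MR20 and 1 rose and 19 fell (2 and 19 adjusted over the list alone) in DR500. Slc19a1, which encodes the reduced folate carrier that takes up methotrexate, fell by 0.96 in MR20 and fell by 0.67 in DR500 (standard error 0.08 each), while its dimmer probe set fell by 0.52 in MR20 and fell by 0.82 in DR500. Mthfd2, a mitochondrial enzyme of the pathway, fell by 0.94 and 1.08. Camera gave adjusted p of 4.46e-06 and 1.90e-09 for cholesterol and 0.00687 and 2.87e-04 for folate in MR20 and DR500, and with an estimated correlation 0.103, 0.0589, 0.103 and 0.0589.

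Of 35 genes of drug transport and doxorubicin handling, 14 rose and 12 fell (14 and 12 adjusted over the list alone) in MR20 (camera, adjusted p = 0.519) and 25 rose and 1 fell (26 and 1 adjusted over the list alone) in DR500 (camera, adjusted p = 4.78e-09, or adjusted p = 0.0589 with an estimated correlation). Akr1c18, a reductase gene, rose in both lines (4.32 in MR20 and 3.69 in DR500). In DR500, the reductase genes Nqo1 (2.13) and Cbr3 (1.81), which can reduce anthracyclines or quinones, and Gstm1 (2.58) rose. The pump genes Abcb1a and Abcb1b rose by 1.27 and 1.32 in DR500 and fell by 0.85 and 1.45 in MR20. Of the 20 genes of the Abcb1 neighbourhood, 1 rose and 13 fell (1 and 14 adjusted over the list alone) in MR20 and 11 rose and 2 fell (13 and 2 adjusted over the list alone) in DR500, with adjusted p of 1.06e-05 and 3.71e-04 from camera, or 0.105 and 0.245 with an estimated correlation. Of 19 neighbours of the dihydrofolate reductase gene, the target of methotrexate, 4 rose and 3 fell (4 and 3 adjusted over the list alone) in MR20 and none rose and 5 fell in DR500, where 1 rose at an unadjusted p under 0.05 from limma (camera, adjusted p = 0.709 and 0.687).

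Of 35 genes of hypoxia and glycolysis, 7 rose and 14 fell (7 and 14 adjusted over the list alone) in MR20, with Ldhb (-2.14) and Car12 (-1.74) lower, and 21 rose and 7 fell (22 and 9 adjusted over the list alone) in DR500, with P4ha2 (1.72) and Pfkfb3 (1.34) higher. Camera gave adjusted p of 0.0678 and 0.0150, the latter 0.438 with an estimated correlation and 0.0501 without DR500 replicate 3 (6.89e-04 to 0.438 over the alternatives). The MR20 list passed with centring (0.0337), with all probe sets tested (0.04997) and without MR20 replicate 1 (0.0258), and ranged from 0.0258 to 0.613. Of 54 cell cycle genes, 16 rose and 12 fell (16 and 13 adjusted over the list alone) in MR20 and 17 rose and 13 fell (17 and 14 adjusted over the list alone) in DR500 (camera, adjusted p = 0.471 and 0.683), and Ccnd2, a cyclin gene, fell by 1.42 and 3.64. Of 44 genes of apoptosis and p53 targets, 17 rose and 6 fell (18 and 7 adjusted over the list alone) in MR20, with Xaf1 (3.29) and the death ligand gene Tnfsf10 (1.29), and 15 rose and 15 fell (16 and 16 adjusted over the list alone) in DR500, where Perp fell by 2.57 (camera, adjusted p = 0.0191 and 0.802, the former 0.462 with an estimated correlation). Of 28 genes of the unfolded protein response, 10 rose and 11 fell (11 and 12 adjusted over the list alone) in MR20 and 14 rose and 6 fell (14 and 6 adjusted over the list alone) in DR500 (camera, adjusted p = 0.660 and 0.104). The DR500 list passed with all probe sets tested (0.0122) and with an intensity trend and robust prior (0.0494), ranged from 0.0122 to 0.438 and stood at percentile 99.8 of random lists.

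Of 11 T and B cell markers, 0 rose and 0 fell in MR20 with limma (1 and 1 at an unadjusted p under 0.05), and 1 rose and 0 fell in DR500 (2 and 0 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), namely Ms4a1 (0.19, camera adjusted p = 0.922 and 0.465). The call of Ms4a1 was lost with a fit of only DR500 and 4T1 (adjusted p = 0.0572 from limma) and with all probe sets tested (0.0554). An intensity trend with a robust prior (0.0754) also lost it. Among single arrays left out, it was lost without 4T1 replicate 2 (0.108) or 3 (0.114), MR20 replicate 3 (0.0550), or DR500 replicate 1 (0.0791) or 2 (0.122). Its adjusted p ranged from 0.00874 to 0.122 over the alternatives. Of 10 housekeeping genes, 3 rose and 3 fell (4 and 3 adjusted over the list alone) in MR20 and 2 rose and 2 fell (2 and 2 adjusted over the list alone) in DR500, where Hprt fell by 0.86 (camera, adjusted p = 0.922 and 0.802). The endothelial list had adjusted p of 0.581 and 0.338 from camera, and the MR20 leukocyte and fibroblast lists 0.348 and 0.556. The factors that the paper lists for MR20 rose in 6 of 11 cases in DR500 (camera, adjusted p = 0.0150, 0.255 with an estimated correlation, and 0.0761 without DR500 replicate 3), and those for DR500 in 8 of 13 in MR20 (camera, adjusted p = 8.37e-05, 0.0809 with an estimated correlation). Median, mean and test differed in sign for the interferon and receptor, transporter, leukocyte and housekeeping lists in MR20, for apoptosis in DR500, for stem cell markers in DR500 against MR20, and for the cell cycle and the dihydrofolate reductase neighbours in all 3 comparisons. In MR20 the mean was 0.18 for the transporter list and 0.19 for the leukocyte list (fry, adjusted p = 0.0171 and 6.86e-04, both upward), beside medians of -0.01. The stem cell markers in DR500 against MR20 had a median of 0.13 and a mean of -0.10 (fry, adjusted p = 0.0221, downward). Under a repeated quantile normalization or centring, medians near 0 changed sign for the interferon and receptor, MHC class II, transporter, unfolded protein, leukocyte and T and B cell lists in MR20, for the cytokines in DR500, and for housekeeping genes in DR500 against 4T1 and against MR20.

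A run of 20 neighbouring tested genes from Nek4 to Hacl1 had the lowest median of 19465 runs in MR20 against 4T1, -0.56. Of these genes, 15 fell, none rose, and their log2 fold changes lay between -1.05 and -0.02, 1 of them beyond 2-fold. Of 100 shuffled gene orders, 0 held a run as low, the lowest having a median of -0.38, which argues against a chance order of unrelated genes. A lower copy number of this stretch in MR20 may explain it, as a hypothesis. The run was found and set against shuffled orders on the same arrays. Copy number was not tested, since DNA was not analysed here. In DR500 the run had a median of -0.15, with 9 genes that fell and 2 that rose.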
